# Anti-PD-1 exacerbates bleomycin-induced lung injury in mice via Caspase-3/GSDME-mediated pyroptosis

**DOI:** 10.1038/s41419-024-07319-9

**Published:** 2025-01-06

**Authors:** Fei Wang, Haiyi Deng, Maolin Zhou, Yilin Yang, Jiankui Zhou, Yansheng Wang, Xiaohong Xie, Xinqing Lin, Ming Liu, Gengyun Sun, Chengzhi Zhou

**Keywords:** Cancer immunotherapy, Acute inflammation

## Abstract

Immune checkpoint inhibitors (ICIs) have significant therapeutic effects but can also cause fatal lung injury. However, the lack of mouse animal models of ICI-related lung injury (ICI-LI) has limited the in-depth exploration of its pathogenesis. In clinical practice, underlying lung diseases increase the risk of lung injury. Thus, we used a mouse model of lung injury induced by bleomycin (BLM) and then administered anti-programmed cell death 1 (aPD-1) antibodies to induce ICI-LI. Compared with the BLM group, the aPD-1 + BLM group presented more significant weight loss, greater levels of lung inflammation and fibrosis, and decreased lung function. In this ICI-LI model, high levels of caspase-3/gasdermin E (GSDME) were detected in the lung tissue of mice, and the JNK inhibitor SP600125 mitigated lung damage by inhibiting GSDME-mediated pyroptosis. Consistent with the findings in the animal model, immunofluorescence and RNA sequencing of lung tissue from ICI-LI patients revealed upregulation of the expression of genes related to the GSDME-related pyroptosis pathway. Our results suggest that GSDME-mediated pyroptosis may be associated with the pathogenesis of ICI-LI, indicating that targeting GSDME could be a potential therapeutic strategy for treating ICI-LI.

## Introduction

Recently, immune checkpoint inhibitors (ICIs) have been integrated into the standard management of solid cancers because of their remarkable potential in clinical trials. However, ICIs are associated with inflammatory side effects resulting from enhanced activity of the immune system, which are termed immune-related adverse events (irAEs) [1]. Pneumonitis is one of most common severe and fatal irAEs. According to a prospective study, the respiratory system is the most commonly affected site of severe irAEs and has the highest mortality rate (26.3%) [2]. However, the underlying mechanism is not yet clear. Current animal models of irAEs focus mainly on multiple organ dysfunction and require the use of gene-edited mice for modeling [3, 4]. However, animal models of pneumonitis are limited. Animal models that recapitulate pathophysiologic processes are urgently needed to identify therapeutic targets and develop strategies to mitigate the occurrence of severe ICI-LI. However, an anti-programmed cell death 1 (aPD-1) antibody alone in normal mice is not sufficient to induce pneumonitis [5]. Multiple studies have indicated that preexisting pulmonary fibrosis/interstitial lung disease is a risk factor for ICI-related lung injury (ICI-LI) [6, 7]. Therefore, the addition of an anti-PD-1 antibody in addition to bleomycin-induced lung injury may induce an ICI-LI model. Pyroptosis is an inflammatory programmed cell death pathway characterized by gasdermin (GSDM) protein (e.g., GSDMD and GSDME) family-mediated membrane perforation and the consecutive release of proinflammatory cytokines (e.g., IL-1β and IL-18) [8]. Recent studies have highlighted the significant role that pyroptosis plays in lung injury [9–11]. Accumulating evidence has shown that pyroptosis plays a crucial role in the development of radiation-induced pneumonitis [12]. However, the relationship between pyroptosis and ICI-LI remains unclear.

Previous studies have shown that increased C-Jun N-terminal kinase (JNK) activation is associated with irAEs [13]. JNK is a member of the mitogen-activated protein kinase (MAPK) subfamily and is involved in the occurrence and development of various inflammatory diseases [14]. One study showed that the JNK inhibitor SP600125 could prevent GSDME-mediated pyroptosis [15]. Therefore, this study aimed to determine whether pyroptosis participates in the progression of ICI-LI and whether inhibiting JNK could reduce GSDME-mediated pyroptosis induced by bleomycin (BLM) and aPD-1 antibodies.

## Materials and methods

### Patients

We searched for patients who were diagnosed with ICI-LI and underwent pathological biopsy at the First Affiliated Hospital of Guangzhou Medical University between 2020 and 2022. Paraffin-embedded tissue blocks from these patients were carefully preserved for further analysis. The control group consisted of lung cancer patients who underwent surgical treatment, and their postoperative paracancerous tissue paraffin samples were retained for analysis. The present study was approved by the Ethics Committee of the First Affiliated Hospital of Guangzhou Medical University. Written informed consent was obtained from all patients enrolled in this study.

### Mice

Six- to eight-week-old male C57BL/6 wild-type mice were obtained from Zhaoqing Ruisiyuan Biotechnology Co., Ltd. (Zhaoqing, China), housed at a constant temperature (22 ± 0.5 °C) under a 12/12 h light/dark cycle and fed autoclaved food and water at the Experimental Animal Centre of Guangzhou Medical University (Guangzhou, China).

### Mouse treatment procedures

The mice were allocated randomly into three groups: the vehicle control group, BLM group, and BLM+aPD-1 group (each group with 15 animals). The BLM group was subjected to a single intratracheal instillation of bleomycin (3 mg/mL; Nippon Kayaku, Japan) at 2 mg/kg (Supplementary Fig. S1A). In the BLM+aPD-1 group, the mice received both a single intratracheal instillation of bleomycin and an intraperitoneal injection of an anti-mouse PD-1 mAb (clone: RMP1-14, BioXcell) at 200 µg/dose (Supplementary Fig. S1B) every three days for a total of 15 days.

The mice were then divided into three groups: the vehicle-only control group, the BLM+aPD-1 group, and the BLM+aPD-1 + SP600125 group. In the BLM+aPD-1 + SP600125 group, the mice receiving BLM and anti-PD-1 treatment were intraperitoneally administered SP600125, which was dissolved in 2% dimethyl sulfoxide (DMSO) in phosphate-buffered saline (PBS), at a dosage of 30 mg/kg body weight once daily [15]. In the BLM+aPD-1 group, the mice received not only the aforementioned BLM and anti-PD-1 mAbs but also an equal volume of vehicle solution (DMSO or PBS).

### Histological, immunohistochemical, and immunofluorescence analyses

The lung tissue was carefully excised and weighed using an electronic balance. Lungs were fixed with 10% formalin and embedded in paraffin. Tissue sections (5 μm thick) were obtained for hematoxylin and eosin (H&E) staining, Masson staining and immunohistochemistry. After deparaffinization and rehydration of the paraffin sections, antigen retrieval was performed with sodium citrate buffer. For immunohistochemical (IHC) analysis, the sections were incubated with 3% hydrogen peroxide for 10 minutes and then blocked with 1% sheep serum. Mouse or human lung sections were subjected to overnight incubation at 4 °C with primary antibodies, including anti-α-smooth muscle actin (α-SMA) (catalog no. bs-10196R; Bioss), anti-GSDMA (catalog no. ab230768; Abcam), anti-GSDMB (catalog no. ab235540; Abcam), anti-GSDMC (catalog no. NBP1-91926; Novusbio), anti-GSDMD (catalog no. NBP2-33422; Novusbio), anti-GSDME (catalog no. ab215191; Abcam), anti-IL-1β (catalog no. ab254360; Abcam), anti-caspase 3 (catalog no. 341034; Zenbio), anti-EPCAM (catalog no. A19301; ABclonal) and anti-CD68 (catalog no. ab955; Abcam) antibodies. For staining with secondary antibodies, goat anti-rabbit IgG (1:10,000, Earthox, #720381) was used. 3,3’-Diaminobenzidine tetrahydrochloride (DAB) served as the chromogen for immunohistochemistry. For immunofluorescence staining, the cell nuclei were labeled with DAPI (catalog no. C1006; Beyotime), goat anti-rabbit Ig Ab (1:400, catalog no. 5220-0336; SeraCare) and goat anti-mouse Ig Ab (1:400, catalog no. 5220-0341; SeraCare) were used as the secondary Ab. The images of immunohistochemical staining were scanned with a 3DHISTECH Case Viewer (Pannoramic SCAN, Hungary). Histological assessments were conducted by two pathologists who were blinded to the experimental details. Histopathological changes were evaluated using an optical microscope, with fixed random fields of view selected from each section.

### Western blot analysis

Proteins were extracted from lung tissues using radioimmunoprecipitation assay (RIPA) buffer (Beyotime, China) supplemented with 1% phenylmethylsulfonyl fluoride (PMSF; Beyotime, China). Total protein was quantified using a bicinchoninic acid (BCA) protein quantification kit (Vazyme, Wuhan, China). Then, 20 μg from each sample was separated on an SDS‒PAGE gel and subsequently transferred to a PVDF membrane (Millipore, USA). The membranes were blocked for 1 h in 5% bovine serum albumin (BSA) at room temperature and incubated overnight at 4 °C with rabbit anti-mouse GSDME (catalog no. ab215191; Abcam) and GAPDH (1:1,000, ABclonal, Wuhan, China) antibodies. The blots were developed with horseradish peroxidase (HRP)-conjugated anti-mouse or anti-rabbit whole IgG secondary antibodies (1:5,000, Abcam Biotechnology, Cambridge, UK). The ECL-Plus detection kit was purchased from Vazyme (Wuhan, China). Protein band detection was performed by using a Tanon-5200 infrared scanning system (Anon Science & Technology Co., Ltd., Shanghai, China). The intensity was analyzed by ImageJ.

### Quantitative PCR analysis

Total RNA was isolated from mouse lung tissue using TRIzol Reagent (TransGen Biotech, Beijing, China) and then reverse transcribed to cDNA with HiScript III RT SuperMix for qPCR ( + gDNA wiper). Quantitative real-time PCR analysis was performed on a QuantStudio (TM) 6 Flex System (Thermo Fisher Scientific, UK). Detailed information on the primer pairs is included in Supplementary Table S1. Gene expression of the target genes was analyzed using the 2-ΔΔCT method, with GAPDH serving as the internal standard for normalization.

### RNA sequencing analysis

RNA sequencing (RNA-Seq) was performed on total RNA extracted from whole-lung tissues of each mouse group. Total RNA was extracted for RNA-Seq by using the VAHTS Universal V6 RNA-seq Library Prep Kit (NR604-01/02). The concentration and quality of the extracted total RNA were evaluated using a 2100 RNA Nano 6000 Assay Kit (Agilent Technologies, CA, USA). Sequencing was performed by a sequencing service company (Annoroad, Beijing, China) using the Illumina sequencing platform.

### Transcriptome sequencing analysis

A standardized pipeline utilizing STAR and RSEM software was used to analyze tissue transcriptomes [16]. The quantification of gene RNA expression values was conducted based on the GRCm39 version of the gene annotation (https://www.gencodegenes.org/mouse/). Differential gene expression analysis was performed using the DESeq2 package [17]. Gene set enrichment analysis (GSEA) for Gene Ontology (GO) biological process (BP) terms was performed with the fgsea package. Volcano plots illustrating differentially expressed genes were generated using the ggplot2 package. The presentation of gene expression via heatmaps was achieved with the heatmap package. All analyses were performed on a Linux platform using R version 4.3.1 for optimal computational performance.

### Pulmonary function test

Pulmonary function was determined using the forced pulmonary maneuvering system (Buxco Research Systems, USA) according to the manufacturer’s protocol. Briefly, the mice were anesthetized with 1.2% Avertin solution and transferred to the body chamber of the system (Supplementary Fig. S1C). Lung function parameters such as dynamic compliance and respiratory resistance were measured.

### Chest computed tomography (CT)

Seven days after treatment, lung computed tomography (CT) was performed using a small-animal CT system, Super Nova Micro CT Type: SNC-100 (PINGSENG Healthcare, Kunshan, China). The mice were sedated, fixed in a supine position in a CT machine and imaged with the following parameters: imaging condition, lung; pixel size, 35 μm; slice thickness, 50 μm; slice interval, 50 μm; X-ray voltage, 230 V ~ ; and respiratory synchronization, “Yes”. The CT images were analyzed with a RadiAnt DICOM Viewer (Medixant, Poznan, Poland).

### Statistical analysis

All the numerical data are presented as the means ± standard deviations. Differences among various groups were compared using one-way ANOVA with Tukey’s post hoc test, two-tailed unpaired Student’s t test or the Mann‒Whitney U test. The lung coefficient was calculated using the following formula: wet lung weight (g) divided by total body weight (kg). GraphPad Prism 8.0 and SPSS 25.0 software were used for graphics and statistical analyses. The results were considered statistically significant at *p* < 0.05.

## Results

### Effects of simultaneous BLM and anti-PD-1 therapy on lung inflammation

The mice were treated with BLM alone or in combination with an anti-PD-1 antibody, as shown in Fig. 1A. We observed transient weight loss followed by recovery in the BLM group, whereas the BLM+anti-PD-1 group consistently had lower body weights than did the baseline group and significantly lower body weights than did the control group (Fig. 1B). On Day 17, the mice were euthanized, and their lungs were collected for histological analysis to assess the extent of inflammation. The BLM+aPD-1 group exhibited more pronounced lung edema, hyperemia, and congestion (Fig. 1C). The combined group exhibited a more pronounced increase in the lung coefficient (Fig. 1D). The lungs of the mice in the BLM group showed inflammatory cell infiltration and patchy fibrotic lesions, whereas those in the combination group showed more severe pulmonary inflammation and pathological damage with symptoms of interstitial lymphocyte infiltration in the lungs (Fig. 1E and F). Consistently, Masson’s trichrome staining revealed obvious collagen deposition in the lung interstitial area in the BLM+aPD-1 group (Fig. 1E and G). α-SMA is a useful clinical sign of pulmonary fibrosis. Compared with those in the control group, both the combined treatment group and the BLM group exhibited elevated levels of α-SMA in the lung tissue, with the combined group showing a more pronounced increase (Fig. 1E and H). These data indicate that PD-1 inhibitors exacerbate bleomycin-induced lung injury.

**Fig. 1:**
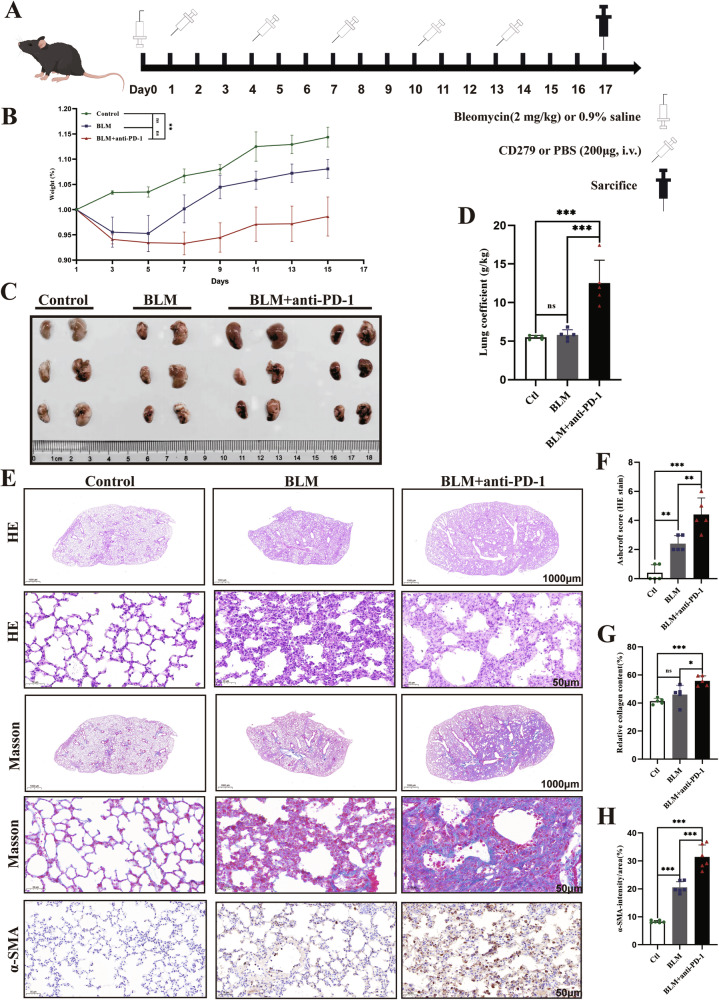
Effects of simultaneous BLM and anti-PD-1 therapy on lung inflammation. **A** Experimental scheme detailing the administration of BLM or BLM and the anti-PD-1 antibody. **B** Ratio of body weight changes to baseline in mice (*n* = 10/group). **C** Representative photomicrographs of lung tissue histopathology (*n* = 3–6/group). **D** Lung coefficient (*n* = 5/group). **E**–**H** Representative H&E (1000 μm, 50 μm) and Masson (1000 μm, 50 μm) staining of the indicated mouse lung sections and immunohistochemical staining for α-SMA in the mouse lung. The data are shown as the means ± SDs; ns, not significant, **p < 0.01, ***p < 0.001. α-SMA α-smooth muscle actin, BLM bleomycin, Ctl control, PD-1 programmed cell death 1.

### CT imaging and lung function

On Day 7, the mice underwent successive chest CT. Compared with those in the control group, lung images in the BLM group revealed some infiltrative shadows (Fig. 2A). Compared with those of the other two groups, the lung images of the BLM+anti-PD-1 group showed increased density, along with diffuse ground‒glass opacities with or without areas of consolidation (Fig. 2A). These CT imaging changes were consistent across the different groups of mice, although quantitative evaluation was challenging.

**Fig. 2:**
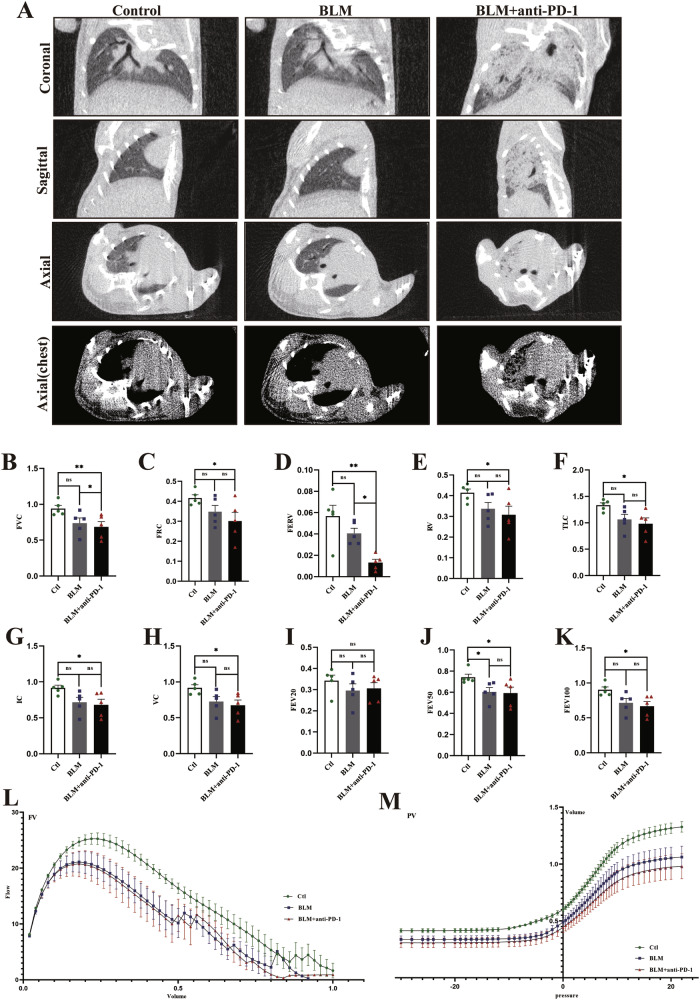
Computed tomography (CT) lung images and lung function in each group. **A** Representative coronal images and their corresponding sagittal and axial images from different groups were obtained using micro-CT (n = 4/group). **B**–**K** Forced volume capacity (FVC), functional residual capacity (FRC), forced expiratory reserve volume (FERV), residual volume (RV), total lung capacity (TLC), inspiratory capacity (IC), volume capacity (VC), forced expiratory volume at 20 ms (FEV20), forced expiratory volume at 50 ms (FEV50), and forced expiratory volume at 100 ms (FEV100) in all groups (*n* = 5/group). **L**–**M** Representative median flow‒volume (F‒V) and pressure‒volume (P‒V) curves for each group (*n* = 5/group). The data are shown as the means ± SDs; ns, not significant, * *P* < 0.05, **p < 0.01, ***p < 0.001.

The parameters included in the lung function test analysis are presented in Fig. 2. Compared with those in the other groups, the forced volume capacity (FVC), functional residual capacity (FRC), forced expiratory reserve volume (FERV), residual volume (RV), total lung capacity (TLC), inspiratory capacity (IC), volume capacity (VC), forced expiratory volume at 20 ms (FEV20), forced expiratory volume at 50 ms (FEV50), and forced expiratory volume at 100 ms (FEV100) in the BLM+aPD-1 group tended to decrease (Fig. 2B-K). The pulmonary flow‒volume (F‒V) and pressure‒volume (P‒V) curves demonstrated that both the BLM group and the BLM+aPD-1 group exhibited lower values than did the control group (Fig. 2L and M). These results suggest that the combined group had a more significant decline in lung function.

### BLM combined with a PD-1 agonist enhances pyroptosis

To determine whether pyroptosis occurs in BLM- and anti-PD-1-induced lung fibrosis, we first analyzed the RNA-seq results of mouse lungs. Both the BLM and BLM+aPD-1 treatment groups exhibited aggravated acute inflammatory responses in vivo (Fig. 3A-B). 

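Whole-lung RNA was sequenced from 3 groups of male C57BL/6 mice with 3 libraries each. The control group (Ctl) received vehicle, the BLM group a single intratracheal dose of 2 mg/kg bleomycin, an antitumor drug that injures the lung, and the BLM+aPD-1 group the same dose with 200 µg of an antibody against the immune checkpoint receptor PD-1 every 3 days. The paper's methods describe alignment with STAR and quantification with RSEM on GRCm39, with tests in DESeq2, whereas the sample labels describe small RNA libraries and a microRNA workflow. The deposited tables hold whole-number counts of genes, not of microRNAs. A table holds 19387 genes of Ctl and BLM and the other 19804 genes of Ctl and BLM+aPD-1, with 19119 genes in both. Total counts were 16499926, 18104226 and 18286670 in the libraries labelled Ctl, 17693848, 17596711 and 17996318 in those labelled BLM, and 18156496, 18116642 and 19431543 in BLM+aPD-1. Each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood test after TMM scaling and a filter on low counts, and a gene was called at an adjusted p under 0.05. Against the libraries labelled Ctl, 2951 genes were higher and 2956 lower in BLM+aPD-1 among 15461 tested. Against the libraries labelled BLM, 4400 were higher and 4206 lower among 15435. Between labelled BLM and labelled Ctl, edgeR called 0 of 15212 genes, with 192 higher and 162 lower at an unadjusted p under 0.05. DESeq2 called 2 genes there: Scd1, a fatty acid desaturase, was higher, and Iglc1, an immunoglobulin light chain, lower in labelled BLM. On the principal components of log2 counts scaled for library size (CPM), PC1 held 61.5% of the variance and set BLM+aPD-1 apart, and PC2 held 23.4% and set the library labelled Ctl 2 apart. The biological coefficient of variation within a group was 0.300 in labelled Ctl, 0.181 in labelled BLM and 0.0268 in BLM+aPD-1. The labels of the 3 BLM+aPD-1 libraries share 1 code, and the sources used here do not say that they came from separate mice, so p-values of this group may measure technical spread. Summed to 1 sample, BLM+aPD-1 has no spread of its own, and calls rest on the spread of the other group alone. Far fewer genes are then called, which does not show that the changes are smaller. The sum holds the same counts, so its fold changes stay near those of the 3 libraries and add no support of their own. The median log2 fold change of a list of acute inflammation against labelled Ctl was 0.92 summed and 0.89 with 3 libraries. Without BLM+aPD-1 library 1, 2 or 3, 3142, 3133 or 3134 genes were called against labelled Ctl. Values in Fig. 3 and Supplementary Fig. S2 lie nearer these counts for most genes when the names Ctl and BLM are exchanged. Counts of list members are therefore given for both comparisons of BLM+aPD-1 in most cases, while some single genes are given for only 1 of them. Signs between labelled BLM and labelled Ctl hold for the labels as deposited.

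**Figure D1:**
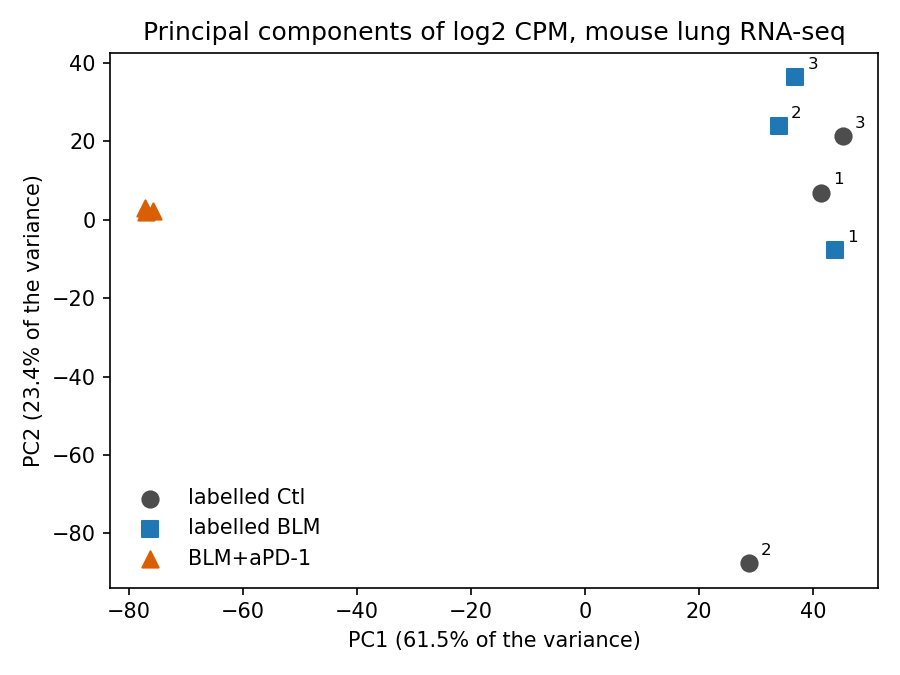
Principal components of log2 CPM for the 9 libraries, with PC1 on the horizontal and PC2 on the vertical axis, each with its share of the variance. Each point is a library, numbers give the replicate, and BLM+aPD-1 lies between -77.1 and -75.8 on PC1, while Ctl 2 lies at -87.6 on PC2.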

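Genes of acute inflammation were higher in BLM+aPD-1 lungs than in the libraries labelled Ctl, whereas none was called between labelled BLM and labelled Ctl. Cxcl3, a chemokine that attracts neutrophils, had 7.50 ± 0.756 CPM (SD, n = 3) in BLM+aPD-1 and 0.250 ± 0.0261 in labelled Ctl, a log2 fold change of 4.86 (SE 0.22, adjusted p = 6.42e-05). Ccl6, a chemokine of macrophages, rose by 2.68 on the log2 scale (SE 0.13, adjusted p = 7.47e-05). Tlr2, a receptor for bacterial lipoproteins, C5ar1, the receptor of complement C5a, and Alox5ap, which is needed for leukotriene synthesis, had log2 fold changes of 2.20, 2.10 and 1.93 (adjusted p = 2.47e-04, 8.34e-05 and 1.33e-04). Of 58 measured genes of a list of acute inflammation, 31 were higher and 4 lower (32 and 4 when adjusted over the list alone), the lower ones being Il6ra, Itih4, Hp and Sele. Of 24 inflammatory chemokines, 14 were higher and 2, Cx3cl1 and Ccl5, were lower (15 and 2 when adjusted over the list alone). Both lists ranked higher than other genes with a preset correlation in camera (adjusted p = 7.53e-08 and 1.87e-04), and neither did at adjusted p = 0.463 and 0.483 with an estimated correlation. Transcripts of hepatocytes were also higher in BLM+aPD-1, where 8 of 11 acute-phase genes of the liver and 22 of 28 other hepatocyte genes were above the 6 other libraries in each of the 3. These genes were listed after the pattern was seen. They argue against an acute-phase response of lung cells alone, and liver tissue or RNA may be in these libraries. What such material adds to the acute inflammation list was not tested. Between labelled BLM and labelled Ctl, edgeR called 0 of 53 acute inflammation genes, with 0 higher and 5 lower at an unadjusted p under 0.05 and 0 called by DESeq2. Reg3g, an antibacterial lectin, and Cxcl5, a neutrophil chemokine, had log2 fold changes of -9.13 (SE 3.66) and -5.72 (SE 2.31) in labelled BLM, each with an adjusted p of 0.921. The library labelled Ctl 2 held 93792 counts of Reg3g and 3187 of Cxcl5, and without it the values were 2.59 and 1.62. Ranked by log2 fold change in fgsea, the acute inflammation list had a normalized enrichment score (NES) of 1.93 in BLM+aPD-1 against labelled Ctl (gene permutation, p = 1.44e-04). In labelled BLM against labelled Ctl its NES was -1.90 (gene permutation, p = 4.82e-06), and 1.78 without the library labelled Ctl 2 (p = 0.00115). Camera did not call the list in that comparison (adjusted p = 0.0556, and adjusted p = 0.728 with an estimated correlation), nor did fry (adjusted p = 0.840). Over the alternatives, adjusted p ranged from 3.39e-37 to 0.0638 for Tlr2, 2.65e-49 to 0.0527 for C5ar1 and 4.26e-48 to 0.0502 for Alox5ap, the highest with the BLM+aPD-1 libraries summed. Without the library labelled Ctl 2, 49 acute inflammation genes were higher, and without BLM+aPD-1 library 1 or 2, 2 were lower. Among chemokines, 1 was lower with any single BLM+aPD-1 library left out. With the BLM+aPD-1 libraries summed, edgeR called 1 acute inflammation gene higher and 0 lower against labelled Ctl (27 and 2 at an unadjusted p under 0.05). Chemokines numbered 2 higher and 0 lower (12 and 1).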

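In BLM+aPD-1 lungs, chemokines that recruit monocytes and markers of recruited macrophages rose against the libraries labelled BLM. Ccl2, a ligand of the monocyte receptor CCR2, had a log2 fold change of 4.96 (SE 0.20, adjusted p = 4.75e-06), and Ccl12, a related monocyte chemokine, 3.304 (SE 0.19, adjusted p = 1.70e-05). Lif, a cytokine of the interleukin-6 family, rose by 2.80 on the log2 scale (SE 0.13, adjusted p = 7.50e-06). Mmp12, the macrophage elastase, had 254 ± 11.7 CPM (SD, n = 3) in BLM+aPD-1 and 4.33 ± 0.828 in labelled BLM, and C1qc, a chain of complement C1q made by macrophages, and Trem2, a lipid receptor of macrophages, had log2 fold changes of 2.82 and 4.28 (adjusted p = 9.15e-07 and 1.12e-06). Of 58 acute inflammation genes, 46 were higher and 4 lower, and of 24 inflammatory chemokines, 20 were higher and 2 lower (the same numbers when adjusted over the list alone). Of 30 markers of monocytes and recruited macrophages, 27 were higher and 0 lower in edgeR, also when adjusted over the list alone, with 1 lower at an unadjusted p under 0.05 and 0 lower in DESeq2. The acute inflammation list had an NES of 2.29 in this comparison (gene permutation in fgsea, p = 3.76e-10). In camera the acute inflammation, chemokine and macrophage lists ranked higher than other genes (adjusted p = 1.21e-09, 7.57e-06 and 4.50e-13), but not at adjusted p = 0.155, 0.219 and 0.108 with an estimated correlation. The number of lower chemokines was 1 without BLM library 2 or 3 or with any single BLM+aPD-1 library left out. Of the macrophage markers, 1 was lower without BLM library 1 or 3. After summing the BLM+aPD-1 libraries, 29 acute inflammation genes were higher and 2 lower, 15 chemokines higher and 1 lower, and 23 macrophage markers higher.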

Notably, the BLM+aPD-1 group exhibited a more pronounced inflammatory response than the BLM monotherapy group did, indicating that BLM had enhanced regulatory effects on inflammation (Fig. 3C). Furthermore, the BLM+aPD-1 group exhibited increased expression of pyroptosis-related genes (Fig. 3D; Supplementary Fig. S2). 

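Of the inflammasome genes, Nlrp3, Pycard, Nlrp1a and Il18 were higher in BLM+aPD-1 lungs than in the libraries labelled Ctl and in those labelled BLM, and Il1b was called in neither comparison. Nlrp3, the sensor of the best studied inflammasome, had log2 fold changes of 1.33 against labelled Ctl (SE 0.17, adjusted p = 0.00229) and 1.28 against labelled BLM (SE 0.12, adjusted p = 1.61e-04). Pycard, the adaptor that joins such sensors to caspase-1, had 1.08 (SE 0.27, adjusted p = 0.0222) and 1.40 (SE 0.13, adjusted p = 1.21e-04). Nlrp1a, another inflammasome sensor, rose by 2.11 against labelled Ctl (SE 0.32, adjusted p = 0.00371). Of all genes tested, 38.2% were called against labelled Ctl and 55.8% against labelled BLM, and 50.0% and 51.1% of those called were higher. Of 25 measured genes of a pyroptosis list, edgeR called 9 higher and 0 lower against labelled Ctl (9 and 0 when adjusted over the list alone). There were 0 lower at an unadjusted p under 0.05 and 0 lower in DESeq2. Against labelled BLM, 16 were higher and 1 lower, also when adjusted over the list alone. The higher ones included Gpx4, an enzyme that detoxifies lipid peroxides. The lower gene was Plcg1, a phospholipase of calcium signaling, with -0.59 (SE 0.063, adjusted p = 2.52e-04). Its value against labelled Ctl was -0.34 (adjusted p = 0.140; 7.93e-04 without Ctl 2). Tnf, an inflammatory cytokine, rose by 1.92 against labelled BLM (SE 0.27, adjusted p = 9.93e-04) and had 0.23 against labelled Ctl (SE 0.73, adjusted p = 0.822), where it was -0.12 without Ctl 1, -0.21 without Ctl 3 and 1.701 (adjusted p = 8.47e-04) without Ctl 2. Il1b, a cytokine that caspase-1 matures, had 0.76 against labelled Ctl (adjusted p = 0.118; 8.98e-04 without Ctl 2) and 0.46 against labelled BLM (adjusted p = 0.300; 0.0224 without BLM 2). Without the library labelled Ctl 2, 15 list genes were higher and 2 lower against labelled Ctl, 5 were higher without BLM+aPD-1 library 2 or 3, 1 was lower without Ctl 1, and 3 were lower against labelled BLM without BLM 1. Pycard had an adjusted p of 0.0668 against labelled Ctl without Ctl 1 and of 0.0707, 0.0772 and 0.0705 without BLM+aPD-1 library 1, 2 and 3. Tnf had an adjusted p of 0.0600 against labelled BLM with all 9 libraries in 1 model. The sensors Aim2 and Nlrc4 were not called against labelled Ctl, with log2 fold changes of 0.20 and 0.29 (adjusted p = 0.678 and 0.580). Without Ctl 2 they were 0.73 and 0.88, and without Ctl 3 Aim2 was -0.041. Over the alternatives their adjusted p ranged from 0.00566 to 0.941 and 0.00753 to 0.951, the lowest without Ctl 2. Against labelled BLM both were higher, with 0.58 (SE 0.21, adjusted p = 0.0485) for Aim2 and 1.01 (SE 0.21, adjusted p = 0.00522) for Nlrc4. Aim2 had 0.38 without BLM 3, and its adjusted p was 0.0581 without BLM 2 and 0.0954, 0.109 and 0.140 without BLM+aPD-1 library 1, 2 and 3. Over the alternatives these ranged from 0.0120 to 0.302 for Aim2 and 0.00355 to 0.131 for Nlrc4, the highest with the BLM+aPD-1 libraries summed. With the BLM+aPD-1 libraries summed, fewer pyroptosis genes were called, but the spread is then that of the other group alone. The list's median log2 fold change was 0.30 summed and 0.27 unsummed against labelled Ctl. Against labelled BLM it was 0.59 and 0.58. Such nearness follows from summing the same counts and is no added support. Over the alternatives, adjusted p ranged from 3.39e-04 to 0.313 for Pycard, 6.72e-08 to 0.189 for Nlrp3 and 0.00186 to 0.244 for Nlrp1a against labelled Ctl, the highest with the BLM+aPD-1 libraries summed, and from 3.28e-07 to 0.0600 for Tnf and 4.55e-14 to 0.0591 for Plcg1 against labelled BLM, where summing gave 0.0586 and 0.0591.

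**Figure D2:**
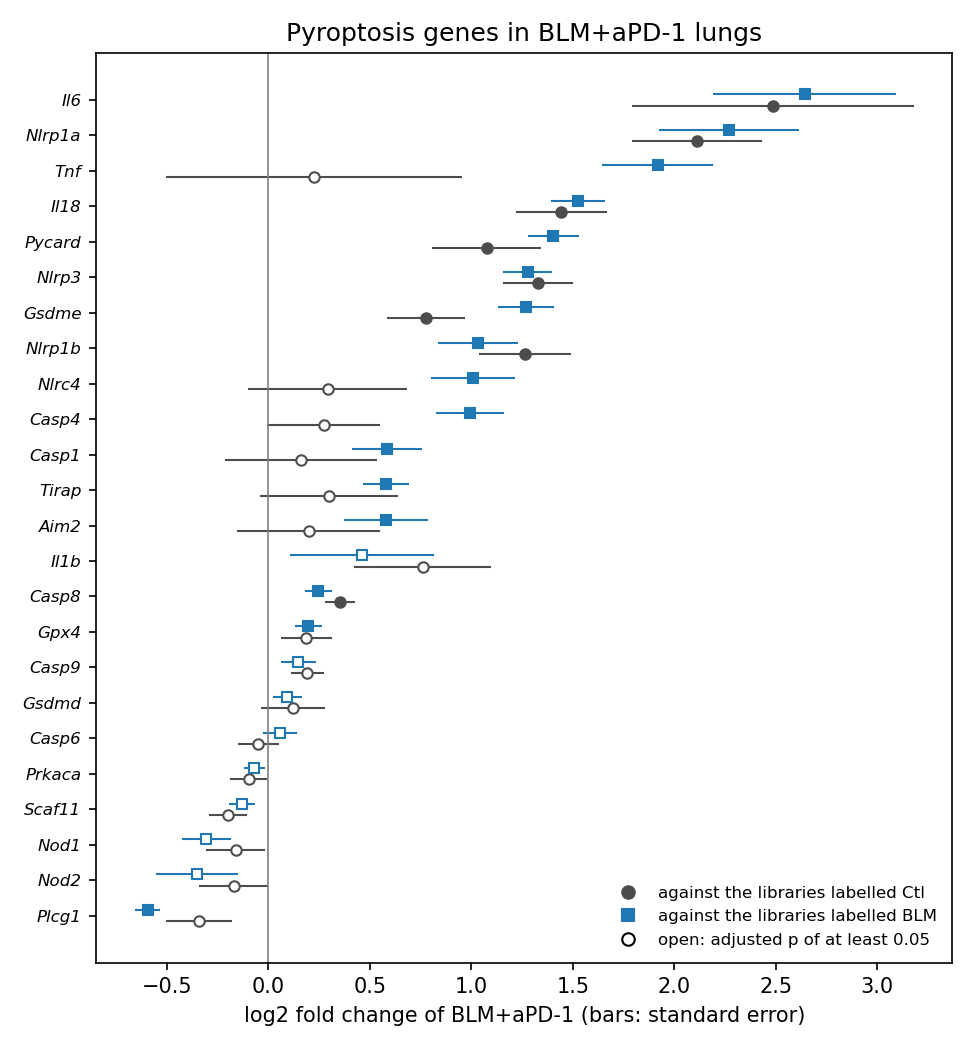
Log2 fold changes of BLM+aPD-1 for genes of the pyroptosis list on the horizontal axis, against the libraries labelled Ctl (circles) and labelled BLM (squares), with bars for the standard error and open symbols for an adjusted p of at least 0.05. Nlrp3 lies at 1.33 against labelled Ctl and Plcg1 at -0.59 against labelled BLM.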

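Genes of pyroptosis and of apoptosis did not pass the test between the libraries labelled BLM and those labelled Ctl. Gsdme, a gasdermin that opens membrane pores once cleaved, had a log2 fold change of -0.49 in labelled BLM (SE 0.23, 95% confidence interval -1.05 to 0.064, adjusted p = 0.921 from edgeR). Il18, a cytokine released in pyroptosis, had -0.080 (SE 0.25, adjusted p = 0.968), and 0.16 without Ctl 1. Casp4, the caspase that binds bacterial lipopolysaccharide in the cytosol, and Tnf had -0.72 (SE 0.33) and -1.69 (SE 0.82), both with an adjusted p of 0.921. Without Ctl 2 these were -0.47 and -0.23. Il6 was below the filter on low counts, with 0, 7 and 3 counts in labelled Ctl and 5.0, 3.0 and 1.0 in labelled BLM, so edgeR did not test it. Its log2 fold change in the authors' deposited table was -0.14. Of 23 pyroptosis genes tested, edgeR called 0, with 0 at an unadjusted p under 0.05 in edgeR and 0 called by DESeq2. Of 34 genes of the apoptosis core, edgeR also called 0, with 0 at an unadjusted p under 0.05 and 0 called by DESeq2. In the authors' deposited DESeq2 values, Tnf and Casp4 had unadjusted p of 0.0438 and 0.0441, both with an adjusted p of 0.9999. In counts simulated with the spread of these 6 libraries, edgeR called 29% of genes changed 2-fold and 84% of genes changed 4-fold. Of its calls 10.8% were false, and of those of DESeq2 29.1%, against the 5% that the threshold stands for. In the same simulation for BLM+aPD-1, false calls were 15.3% in edgeR and 48.9% in DESeq2 against labelled Ctl, and 4.08% and 18.1% against labelled BLM. It took the BLM+aPD-1 libraries as separate samples. These shares therefore leave out false calls that technical repeats of 1 mouse would cause. Each simulation changed 200 genes and a small list, far fewer than the 5907 called in BLM+aPD-1 against labelled Ctl. A share of false calls depends on how many genes truly change, so these are not shares of the real calls.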

Differential expression analysis revealed that, compared with that in the control group, there was no significant difference in GSDME-related apoptosis in the bleomycin group (Fig. 3E). In contrast, the expression of GSDME, caspase 3, IL-6, and IL-18 was greater in the BLM+aPD-1 group than in the control group (Fig. 3F) and the BLM monotherapy group (Fig. 3G). Moreover, pyroptosis-related pathways were significantly enriched in the BLM+aPD-1 group (*p* = 0.04), in contrast to the nonsignificant enrichment in the BLM monotherapy group (*p* = 0.46) (Fig. 3H-J). These findings suggest that combined therapy with BLM and aPD-1 may induce pyroptosis, thereby intensifying the inflammatory response.

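Gsdme, Il6 and Il18 were each higher in BLM+aPD-1 than in the libraries labelled Ctl and in those labelled BLM. Gsdme encodes a pore-forming gasdermin, while Il6 and Il18 encode inflammatory cytokines. Gsdme, a protein-coding gene on chromosome 6 from 50165868 to 50240842 of GRCm39 (minus strand), had 7.87 ± 0.481 CPM (SD, n = 3) in BLM+aPD-1, 4.58 ± 0.902 in labelled Ctl and 3.26 ± 0.316 in labelled BLM. Its log2 fold change was 0.78 (SE 0.19, adjusted p = 0.0213) against labelled Ctl and 1.27 (SE 0.14, adjusted p = 2.90e-04) against labelled BLM, with p-values from edgeR. With the replicate number as a block, Gsdme was not called against labelled Ctl. Il18, on chromosome 9 from 50466081 to 50493633 (plus strand), had 14.5 ± 1.74 CPM in BLM+aPD-1, 5.33 ± 1.47 in labelled Ctl and 5.04 ± 0.474 in labelled BLM, with log2 fold changes of 1.44 (SE 0.23, adjusted p = 0.00418) and 1.53 (SE 0.13, adjusted p = 1.09e-04). Il6, on chromosome 5 from 30218112 to 30224979 (plus strand), was low throughout, with 1.10 ± 0.210 CPM in BLM+aPD-1, 0.185 ± 0.194 in labelled Ctl and 0.170 ± 0.112 in labelled BLM. Its log2 fold changes were 2.48 (SE 0.69, adjusted p = 0.0317) and 2.64 (SE 0.45, adjusted p = 0.00226). Against labelled Ctl, the adjusted p without BLM+aPD-1 library 1, 2 and 3 was 0.0817, 0.0669 and 0.0888 for Gsdme and 0.0952, 0.112 and 0.0878 for Il6, which had 0.0752 without Ctl 3, 0.0507 with no filter on low counts and a log2 fold change of 3.54 without Ctl 2. Over the alternatives, adjusted p against labelled Ctl ranged from 0.00450 to 0.368 for Gsdme, 0.00331 to 0.399 for Il6 and 2.62e-07 to 0.187 for Il18, the highest with the BLM+aPD-1 libraries summed, and from 5.75e-04 to 0.0713 for Il6 against labelled BLM.

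**Figure D3:**
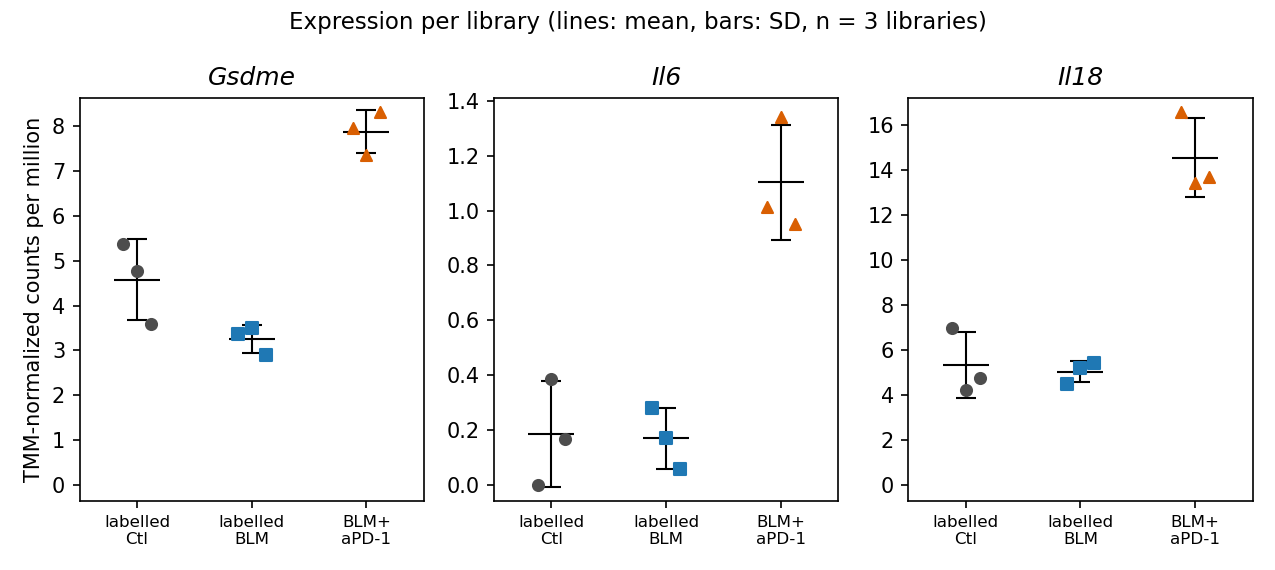
TMM-normalized CPM of Gsdme, Il6 and Il18 on the vertical axes for the libraries labelled Ctl, labelled BLM and BLM+aPD-1. Each point is a library, lines are means and bars are SDs (n = 3), and the BLM+aPD-1 mean of Il18 lies at 14.5 CPM.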

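Ranked among all genes by log2 fold change, the pyroptosis genes stood toward the higher end in BLM+aPD-1 against each of the other groups and did not depart from chance in labelled BLM against labelled Ctl. In BLM+aPD-1 against labelled Ctl the NES was 1.80 (gene permutation, p = 0.00147; 0.00176 when adjusted over 6 enrichment tests). The leading edge there held 9 genes, among them the cytokines Il6, Il18 and Il1b, the inflammasome genes Nlrp1a, Nlrp1b, Nlrp3 and Pycard, and Gsdme. Against labelled BLM the NES was 1.83 (gene permutation, p = 0.00139). The leading edge of 14 genes added Tnf, Nlrc4, Casp4, Casp1, Tirap and Aim2 and lacked Il1b. In labelled BLM against labelled Ctl the NES was -1.31 (gene permutation, p = 0.141), and 0.80 (p = 0.736) without the library labelled Ctl 2. In camera, the list ranked higher against labelled Ctl (adjusted p = 0.0170 over the fixed lists; 0.0630 without Ctl 3) and against labelled BLM (adjusted p = 0.00433), but not at adjusted p = 0.547 and 0.392 with an estimated correlation. Markers of monocytes and recruited macrophages moved with the list: 25 of 30 were higher against labelled Ctl and 27 of 30 against labelled BLM (26 and 27 when adjusted over the list alone). Their median log2 fold changes were 2.23 and 2.26, and those of the pyroptosis list 0.27 and 0.58. Whole-lung RNA does not separate more macrophages from more transcripts per cell. The macrophage markers called higher numbered 9 and 23 with the BLM+aPD-1 libraries summed. The enrichment test permutes genes and so does not measure the spread between mice, and the list was written from general knowledge after Fig. 3 had been seen.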

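Among other genes of cell death in BLM+aPD-1 lungs, Bax, which permeabilizes mitochondria, and Apaf1, the scaffold that activates caspase-9, were higher than in labelled Ctl, with log2 fold changes of 0.70 (SE 0.080, adjusted p = 0.00147) and 0.70 (SE 0.085, adjusted p = 0.00184). Mlkl, the effector of necroptosis, had 1.02 (SE 0.18, adjusted p = 0.00658) and Hmox1, which degrades heme, 1.10 (SE 0.10, adjusted p = 6.83e-04). Against labelled BLM, Ripk3, the kinase that activates MLKL, rose by 1.00 (SE 0.10, adjusted p = 2.20e-04), and Xiap, an inhibitor of caspases, fell by 0.76 on the log2 scale (SE 0.071, adjusted p = 1.45e-04). Of 34 genes of the apoptosis core, 7 were higher and 5 lower against labelled Ctl (9 and 6 when adjusted over the list alone) and 13 higher and 7 lower against labelled BLM (13 and 7 when adjusted over the list alone). As a set they did not rank higher or lower than other genes in camera (adjusted p = 0.393 and 0.791). Among all genes tested, 38.2% were called against labelled Ctl and 55.8% against labelled BLM. Of 20 genes of necroptosis and ferroptosis, 9 were higher and 2 lower against labelled Ctl (11 and 2 when adjusted over the list alone) and 16 higher and 2 lower against labelled BLM (16 and 2 when adjusted over the list alone). The higher ones included Fth1 and Ftl1, which store iron, and Aifm2, which suppresses ferroptosis. This set ranked higher (adjusted p = 0.00463 and 6.46e-04), but not at adjusted p = 0.246 and 0.108 with an estimated correlation. With any single BLM+aPD-1 library left out, 1 apoptosis gene was lower and 5 necroptosis and ferroptosis genes were higher against labelled Ctl. Without Ctl 2, 13 and 14 were higher. The lower necroptosis and ferroptosis genes numbered 0 without Ctl 1 or a BLM+aPD-1 library in edgeR (3 at an unadjusted p under 0.05 and 2 in DESeq2 with all libraries) and 1 against labelled BLM without BLM 2 or a BLM+aPD-1 library. Over the alternatives, adjusted p against labelled Ctl ranged from 2.59e-11 to 0.167 for Bax, 2.19e-08 to 0.186 for Apaf1, 2.33e-05 to 0.242 for Mlkl and 2.92e-17 to 0.107 for Hmox1, the highest with the BLM+aPD-1 libraries summed. With these libraries summed, edgeR called 0 apoptosis genes higher and 0 lower against labelled Ctl (5 and 1 at an unadjusted p under 0.05). For necroptosis and ferroptosis it called 0 and 0 (4 and 0 unadjusted). Against labelled BLM the summed libraries gave 4 and 2 apoptosis genes, and 6 and 0 of necroptosis and ferroptosis (12 and 1 unadjusted). From the higher expression of GSDME, IL-6 and IL-18, among others, in the combined group and from the enrichment of pyroptosis-related pathways there (Fig. 3D-J), the paper proposes that bleomycin and anti-PD-1 together may induce pyroptosis and that this intensifies inflammation.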

**Fig. 3:**
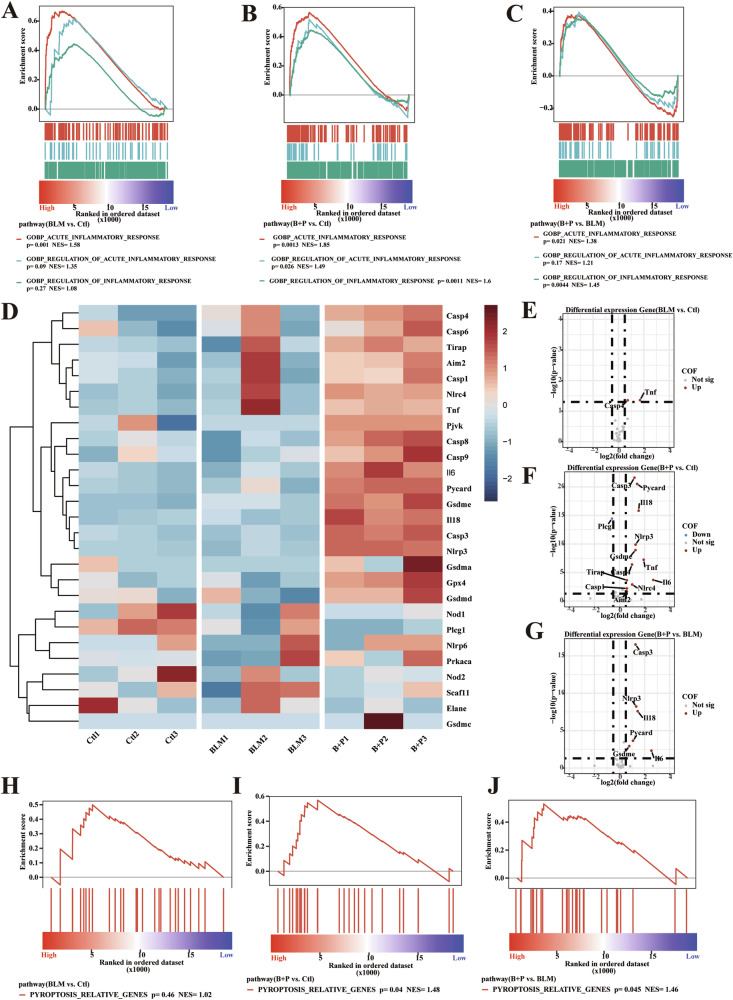
Molecular pathways associated with pneumonia injury in experimental mice. **A**–**C** GSEA plot of lung tissue among the groups. Gene ranking is based on the fold change in differential expression of acute inflammatory response-related pathways, arranged from high to low rank. **D** Heatmap of the expression of pyroptosis-related genes and the genes with the highest expression among the groups. Gene expression levels are scaled from -3 to 3. **E**–**G** Volcano plot showing the differential expression of pyroptosis-related genes among the groups. GSEA plot of lung tissue among the groups. **H**–**J** Gene ranking is based on the fold change in differential expression of pyroptosis pathways, arranged from high to low rank. GSEA, gene set enrichment analysis. NES, normalized enrichment score.

### Upregulation and activation of GSDME in mice treated with BLM and anti-PD-1 antibodies

We used immunohistochemical staining to test for the presence of cleaved GSDME and found that GSDME was significantly upregulated in the BLM+aPD-1 group (Fig. 4A-B). Moreover, immunofluorescence staining revealed similar results: BLM+aPD-1 induced stronger green-stained GSDME signals (Fig. 4A and C). Western blot analysis revealed that the level of full-length GSDME was reduced and that the level of GSDME-N was elevated in the combined therapy group (Fig. 4D-F). The lung samples were then used for RNA and protein extraction. qPCR revealed that after BLM and anti-PD-1 treatment, the transcription levels of caspase-3, GSDME, IL-1β, IL-18, and IL-6 increased (Fig. 4G-K). Double immunofluorescence staining revealed that red-stained cleaved caspase-3-positive signals and yellow-stained IL-1β signals were more intense in the BLM+aPD-1 group (Fig. 4L-N). These data indicate that GSDME-mediated pyroptosis is elevated and activated in mice treated with BLM and anti-PD-1 antibodies.

**Fig. 4:**
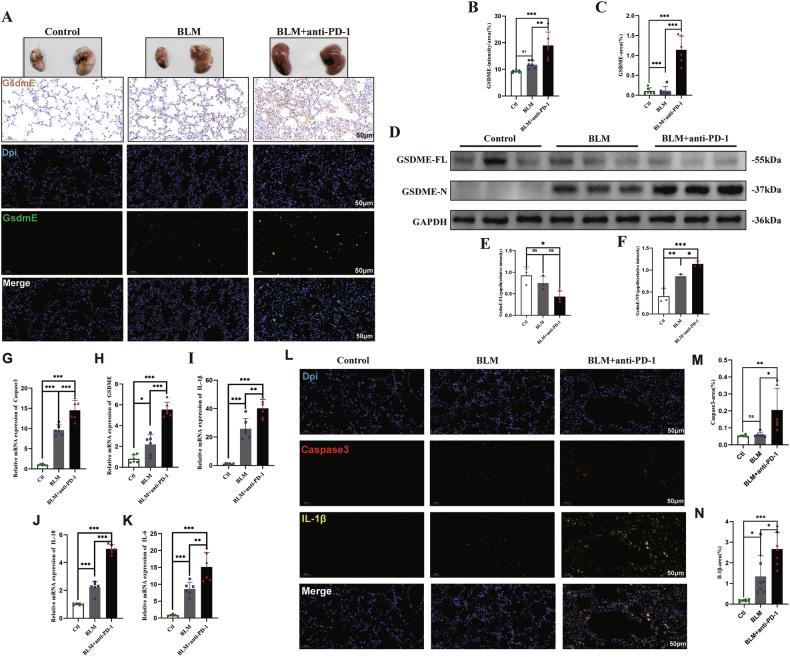
Upregulation and activation of GSDME in mice treated with BLM and an anti-PD-1 antibody. **A**–**C** Immunohistochemical and immunofluorescence analyses of the expression of GSDME in lung samples; **D**–**F** Western blot and quantitative analysis of full-length GSDME and cleaved GSDME in the indicated groups (*n* = 3/group); **G**–**L** Relative mRNA expression levels of GSDME, caspase-3, IL-1β, IL-6, and IL-18 (*n* = 6/group); **M**–**O** Immunofluorescence analysis of the expression of caspase-3 and IL-1β in lung samples. The data are shown as the means ± SDs; ns, not significant, * *P* < 0.05, **p < 0.01, ***p < 0.001. BLM bleomycin, Ctl control, GSDME gasdermin E, PD-1 programmed cell death 1.

### SP600125 effectively alleviates pulmonary fibrosis in mice

To determine whether SP600125 could alleviate pulmonary fibrosis, we treated the mice with SP600125 for 2 weeks (Fig. 5A). HE staining of the lungs demonstrated that SP600125 treatment attenuated pulmonary inflammation and injury (Fig. 5B-C). Similarly, Masson’s trichrome staining revealed that SP600125 treatment reduced collagen deposition (Fig. 5B and D). Taken together, these findings indicate that SP600125 treatment can alleviate pulmonary fibrosis induced by BLM and aPD-1 in mice.

**Fig. 5:**
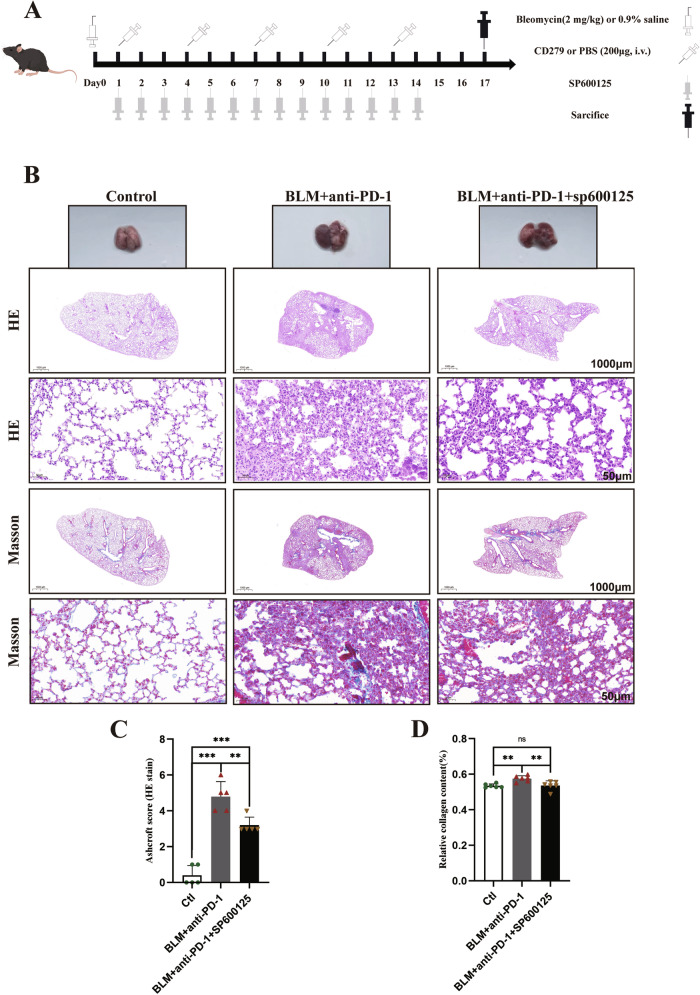
SP600125 effectively alleviates pulmonary fibrosis in mice. **A** Experimental scheme detailing the administration of BLM, PD-1 antibody and SP600125. **B-D** Representative H&E staining and Masson staining of the indicated mouse lung sections. The data are shown as the means ± SDs; ns, not significant, * *P* < 0.05, **p < 0.01, ***p < 0.001. BLM bleomycin; Ctl control; GSDME, gasdermin E; PD-1, programmed cell death 1.

### SP600125 inhibits GSDME-mediated pyroptosis in mice

A previous study revealed that the JNK inhibitor SP600125 effectively impeded GSDME-mediated pyroptosis [15]. Compared with that in the control group, the expression of GSDME in the lung was significantly elevated in the BLM+aPD-1 group (Fig. 6A-C). Notably, the mice with pulmonary fibrosis that were treated with SP600125 exhibited reduced protein expression levels of GSDME (Fig. 6A-C). Specifically, abundant levels of GSDME-N in the lung were easily detected in the BLM+aPD-1 group, whereas GSDME-N was significantly reduced in the mice treated with SP600125 (Fig. 6D-F). Similarly, lung injury model mice treated with SP600125 exhibited reduced protein expression levels of cleaved caspase-3 and IL-1β (Fig. 6G-I). These findings indicate that SP600125 effectively inhibited GSDME-mediated pyroptosis in the lung.

**Fig. 6:**
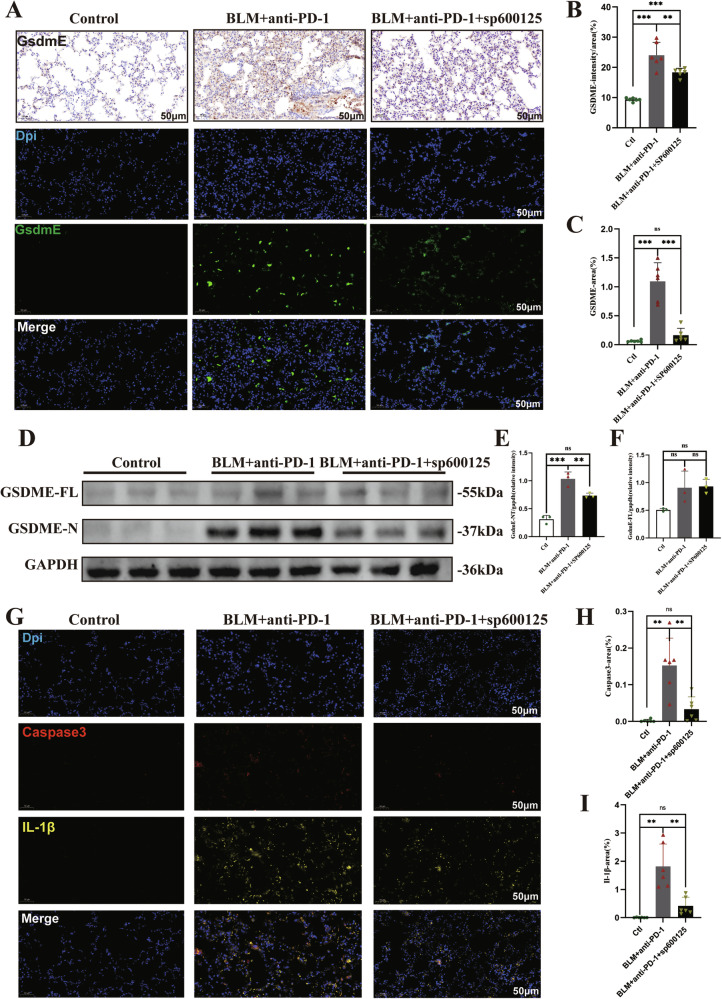
SP600125 inhibits GSDME-mediated pyroptosis in mice. **A**–**C** Immunohistochemistry and immunofluorescence staining of lung tissue with an anti-cleaved GSDME antibody; **D**–**F** Western blot and quantitative analysis of full-length GSDME and cleaved GSDME in the indicated groups. **G**–**I** Immunofluorescence analysis of the expression of caspase-3 and IL-1β in lung specimens. The data are shown as the means ± SDs; ns, not significant, * *P* < 0.05, **p < 0.01, ***p < 0.001. BLM bleomycin; Ctl control; GSDME gasdermin E; PD-1 programmed cell death 1.

### Increased GSDME expression in patients with ICI-LI

To investigate the role of the pyroptosis executor GSDME in patients with ICI-LI, we first analyzed the RNA-seq data of lung tissue from our previous study [18], which included non-small cell lung cancer (NSCLC) patients treated with ICIs who either developed ICI-LI (*n* = 8) or did not develop ICI-LI (*n* = 29). The expression levels of GSDME and caspase-3 were significantly greater in ICI-LI patients than in non-ICI-LI patients (Fig. 7A). Additionally, GSDME was positively correlated with caspase 3, IL-1β, IL-6, and IL-18 (Fig. 7B-E) in the ICI-LI group. To determine whether GSDME-induced pyroptosis occurs in ICI-LI, we used immunohistochemical staining to determine whether cleaved GSDME was present in the lung tissue of ICI-LI patients. We enrolled a total of 10 patients whose paraffin-embedded lung tissues were used for research, including 5 patients with ICI-LI and 5 controls. The demographics and characteristics of these patients are shown in Supplementary Table S2 and Supplementary Fig. S3. GSDME expression in the lungs of patients with ICI-LI was significantly greater than that in the lungs of controls, but there were no significant differences in the expression of other gasdermin proteins (Fig. 7F-K). These data suggest that GSDME-mediated pyroptosis may play an important role in the pathogenesis and development of ICI-LI.

**Fig. 7:**
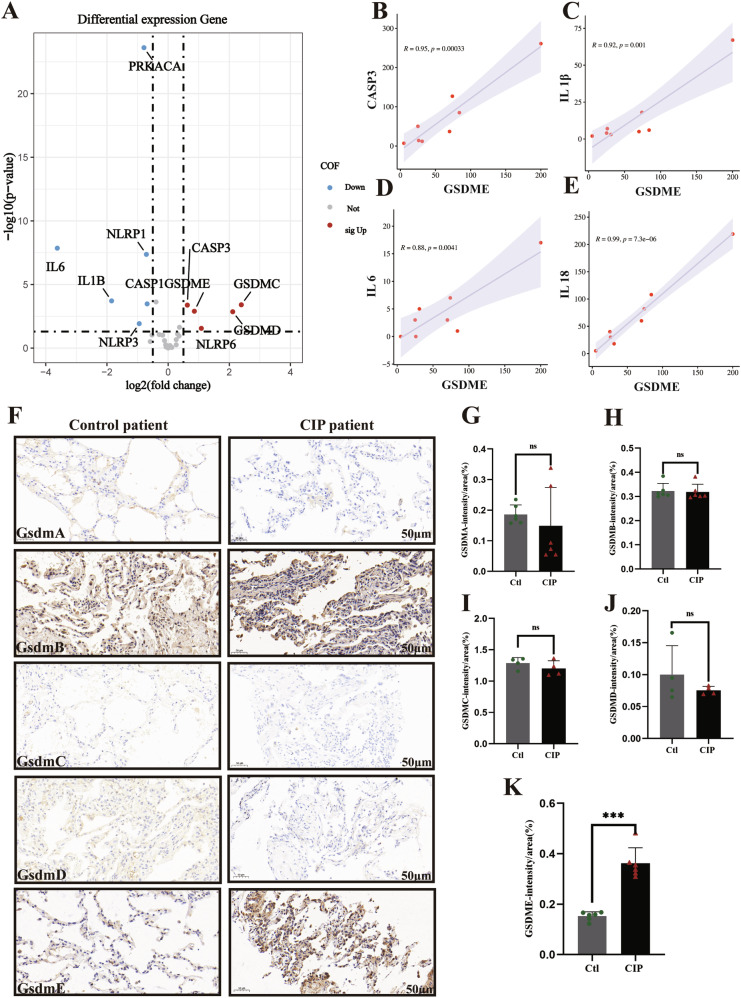
Increased GSDME expression in patients with ICI-LI. **A** A volcano plot depicting the differences in the expression of pyroptosis pathway components in each group. The red points represent the significantly upregulated genes. The blue points represent the significantly downregulated genes. The cutoffs used for the *p* value and |log2FC| for the differentially expressed genes were 0.05 and 1, respectively. **B**–**E** The correlation between GSDME mRNA expression levels and the mRNA expression levels of caspase 3, IL-1β, IL-18, and IL-6 in ICI-LI patients. **F**–**K** Representative images of lung tissue stained with antigasdermin antibodies.

## Discussion

ICIs enhance treatment efficacy in cancer patients, but they can also lead to lung injury. Furthermore, the presence of pulmonary fibrosis increases the risk of lung injury in patients receiving immunotherapy. ICI-LI carries a risk of fatality, necessitating the establishment of appropriate animal models to further investigate the pathogenesis of ICI-LI. In this study, we did not observe obvious pneumonitis in normal C57BL/6 mice treated with PD-1 inhibitors only (Supplementary Fig. S4). However, the combined use of BLM and PD-1 antibodies is associated with increased inflammation in the lung tissue of mice. In addition to histopathology, we also assessed lung inflammation using chest CT scans and lung function tests. This is more in line with clinical practice, as biopsy pathology is not necessary for the diagnosis of ICI-LI.

Importantly, in the present study, we identified GSDME-mediated pyroptosis as a key driver of ICI-LI. Pyroptosis is a proinflammatory form of cell death that relies on the caspase family. In recent years, the caspase-3/GSDME-dependent pyroptosis signaling pathway has been identified. Previous studies have shown that GSDME activation can induce antitumor immunity and improve ICI efficacy [19] but may also lead to damage to normal tissues. Pyroptosis leads not only to abnormal cell death but also to the recruitment of immune cells to trigger an inflammatory cascade, leading to normal inflammatory cell death. One previous study demonstrated that CAR-T-cell therapy activates caspase-3/GSDME-dependent pyroptosis, resulting in cytokine release syndrome (CRS) [20]. Cytokine release and CRS also occur in patients with ICI-LI [21]. One recent study revealed that GSDME-related pyroptosis is associated with ICI-induced myocarditis [22]. Therefore, pyroptosis may be involved in the occurrence and development of ICI-LI. In this study, we first demonstrated that cleaved GSDME levels were increased in the lungs of mice with aPD-1 + BLM-induced lung fibrosis. In addition, there was increased expression of caspase-3 and increased release of IL-1β, IL-6, and IL-18 in the lungs of ICI-LI mice. Moreover, the expression of GSDME in the pneumonia lesions of ICI-LI patients was also increased, suggesting that GSDME-mediated pyroptosis may play an important role in the pathogenesis and development of ICI-LI. We did not find elevated IL-1β, or IL-18 in RNA-seq of lung tissues from ICI-LI patients. A possible explanation is that the control group was NSCLC patients treated with ICI rather than normal subjects. IL-1β and IL-18 are highly associated with cancer progression [23], and IL-1β might be related to immunotherapy resistance [24]. Multiple factors influence these cytokines, thus they may not serve as independent markers for evaluating pyroptosis. We performed immunofluorescence on the lung tissues of mice treated with combination therapy and ICI-LI patients and found that cleaved GSDME was upregulated in macrophages and nearby alveolar epithelial cells (Supplementary Fig. S5). We hypothesize that macrophages undergo pyroptosis first, promoting pyroptosis in nearby alveolar epithelial cells. Nevertheless, this assumption needs further investigation.

Moreover, treatment with the JNK inhibitor SP600125 significantly decreased the expression of GSDME, caspase-3 and IL-1β in the lungs of ICI-LI mice. Importantly, SP600125 administration effectively ameliorated lung fibrosis in the ICI-LI mice. These results suggest that SP600125 effectively attenuates lung fibrosis in ICI-LI mice by inhibiting GSDME-mediated pyroptosis. Previous research indicates that dysregulation of the JNK pathway is associated with numerous inflammatory diseases and autoimmune conditions [14, 25]. Significantly increased JNK expression has been observed in patients with pulmonary fibrosis [26]. One study demonstrated that the JNK inhibitor SP600125 can effectively block GSDME-mediated pyroptosis [15]. Similarly, JNK inhibitors alleviate cisplatin- or doxorubicin-induced pyroptosis by inhibiting the activation of caspase-3 and GSDME [27]. Therefore, JNK inhibitors may have potential as therapeutic agents for treating ICI-LI by inhibiting GSDME-mediated pyroptosis. In summary, we found that the caspase3/GSDME pathway is essential for the development of ICI-LI, and SP600125 attenuates GSDME-mediated pyroptosis to alleviate ICI-LI (Fig. 8).

**Fig. 8:**
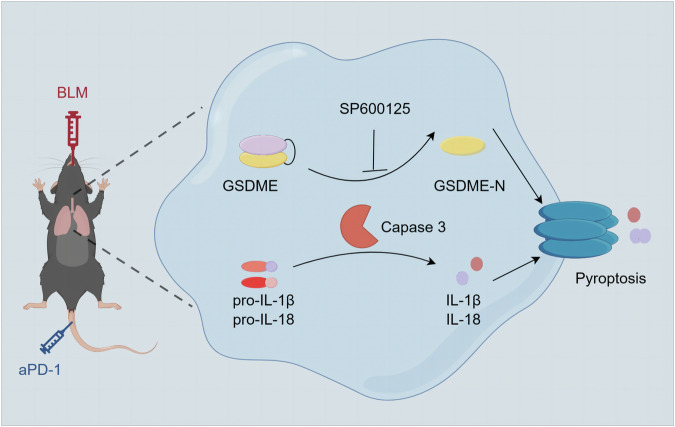
Schematic diagram of the mechanisms underlying BLM+anti-PD-1-induced pyroptosis. Anti-PD-1 exacerbates bleomycin-induced lung injury via caspase-3/GSDME-mediated pyroptosis, and SP600125 attenuates GSDME-mediated pyroptosis to alleviate lung injury.

This study is the first to explore the role of GSDME in the pathogenesis of ICI-LI. However, the findings of the present study have limitations. The mechanism of ICI-LI is relatively complex and cannot be fully simulated via in vitro experiments. This problem may be solved by the development of in vitro technology and in-depth research on ICI-LI. In addition, studying the pyroptosis of specific cells will be helpful in understanding the pathophysiology of ICI-LI and requires further research.

## Conclusions

In conclusion, our study provides evidence that the combination of PD-1 inhibitors and BLM more readily induces lung fibrosis. We also revealed the significant involvement of GSDME-mediated pyroptosis in the pathogenesis and development of ICI-LI and demonstrated that the JNK inhibitor SP600125 can alleviate lung fibrosis by inhibiting GSDME-mediated pyroptosis.

## Supplementary information

Supplementary materials

Full and uncropped western blots

## Data Availability

All data needed to evaluate the conclusions in the paper are present in the paper and/or the Supplementary Materials. RNA-seq data is deposited in National Center for Biotechnology Information (NCBI Gene Expression Omnibus GSE280068). Additional data related to this paper may be requested from the corresponding author upon reasonable request.

# Supplementary material for: Anti-PD-1 exacerbates bleomycin-induced lung injury in mice via Caspase-3/GSDME-mediated pyroptosis
**Source:** Cell Death Dis. 2025 Jan 6;16(1):3. doi: 10.1038/s41419-024-07319-9
**Supplement:** Supplementary file 1 — Supplementary materials

**Supplementary Information**

Table S1 Sequences of primers used for targeted gene expression detection.

| Gene | Forward primer 5’-3’ | Reverse primer 5’-3’ |
| --- | --- | --- |
| mGSDME | TGCAACTTCTAAGTCTGGTGACC | CTCCACAACCACTGGACTGAG |
| mCaspase3 | GGCTTGCCAGAAGATACCGGT | GCATAAATTCTAGCTTGTGCGCGTA |
| mIL‐18 | ACTTCACTGTACAACCGCA | TCAGTCATATCCTCGAACAC |
| mIL-1β | GAAATGCCACCTTTTGACAGTG | TGGATGCTCTCATCAGGACAG |
| mIL-6 | CATGTTCTCTGGGAAATCGTGG | GTACTCCAGGTAGCTATGGTAC |

Table S2. Clinical information about the patients with ICI-LI and the controls.

| Group | ICI-LI group | | | | | Non-ICI-LI group | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
|  | P1 | P2 | P3 | P4 | P5 | N1 | N2 | N3 | N4 | N5 |
| Age | 49 | 78 | 65 | 58 | 63 | 72 | 55 | 59 | 64 | 45 |
| Sex | Male | Male | Male | Male | Male | Female | Male | Female | Female | Female |
| Smoking status | Yes | Yes | No | No | Yes | No | Yes | No | No | No |
| Histologic classification | Squ | Ade | Squ | Ade | Ade | Ade | Squ | Squ | Ade | Ade |
| WBCs(×10^9/L) | 4.40 | 9.2 | 11.6 | 8.2 | 8.3 | 6.0 | 9.2 | 11.7 | 10.2 | 10.7 |
| NEU (×10^9/L) | 3.7 | 6.1 | 9.4 | 5.4 | 6.4 | 3.9 | 7.0 | 11.1 | 9.4 | 9.8 |
| LYM (×10^9/L) | 0.4 | 2.2 | 0.5 | 1.5 | 1.1 | 1.2 | 1.4 | 0.5 | 0.5 | 0.4 |
| PLTs (×10^12/L) | 205 | 278 | 529 | 269 | 260 | 313 | 196 | 207 | 223 | 210 |
| IL-2 (pg/ml) | 1.29 | 0.19 | 1.2 | 1.97 | 0.72 | - | - | - | - | - |
| IL-4 (pg/ml) | 1.97 | 0.03 | 1.8 | 0.67 | 0.12 | - | - | - | - | - |
| IL-6 (pg/ml) | 309.7 | 14.67 | 2.48 | 8.02 | 1.01 | - | - | - | - | - |
| IL-10 (pg/ml) | 20.35 | 2.28 | 2.69 | 14.68 | 1.37 | - | - | - | - | - |
| IFN-γ (pg/ml) | 39.76 | 2.12 | 5.66 | 1.47 | 1.13 | - | - | - | - | - |
| TNF-α (pg/ml) | 0.63 | 1.10 | 3.42 | 1.25 | 0.93 | - | - | - | - | - |
| KL-6 (U/L) | 2638 | 1379 | - | 4112 | 3272 | - | - | - | - | - |
| CRP (mg/dL) | 83.74 | 18.12 | - | 2.21 | 13.67 | - | - | - | - | - |
| LDH (U/L) | 318 | 208.3 | 227.6 | 426 | 255.9 | - | - | - | - | - |
| ALB (g/L) | 34.3 | 36.7 | 24.3 | 36.8 | 42.9 | 38.8 | 43.9 | 37.5 | 44.3 | 32.3 |

Ade, adenocarcinoma; ALB, albumin; CRP, C-reactive protein; ICI-LI, immune checkpoint inhibitor-related lung injury; IFN-γ, [interferon](http://www.dictall.com/indu/317/31681743770.htm" \t "https://cn.bing.com/_blank) γ; IL-2, interleukin-2; IL-4, interleukin-4; IL-6, interleukin-6; IL-10, interleukin-10; KL-6, Krebs Von den Lungen-6; LDH, lactate dehydrogenase; LYM, lymphocyte; PLTs, platelets; Squ, squamous; TNF-α, tumor necrosis factor-α; WBCs, white blood cells.

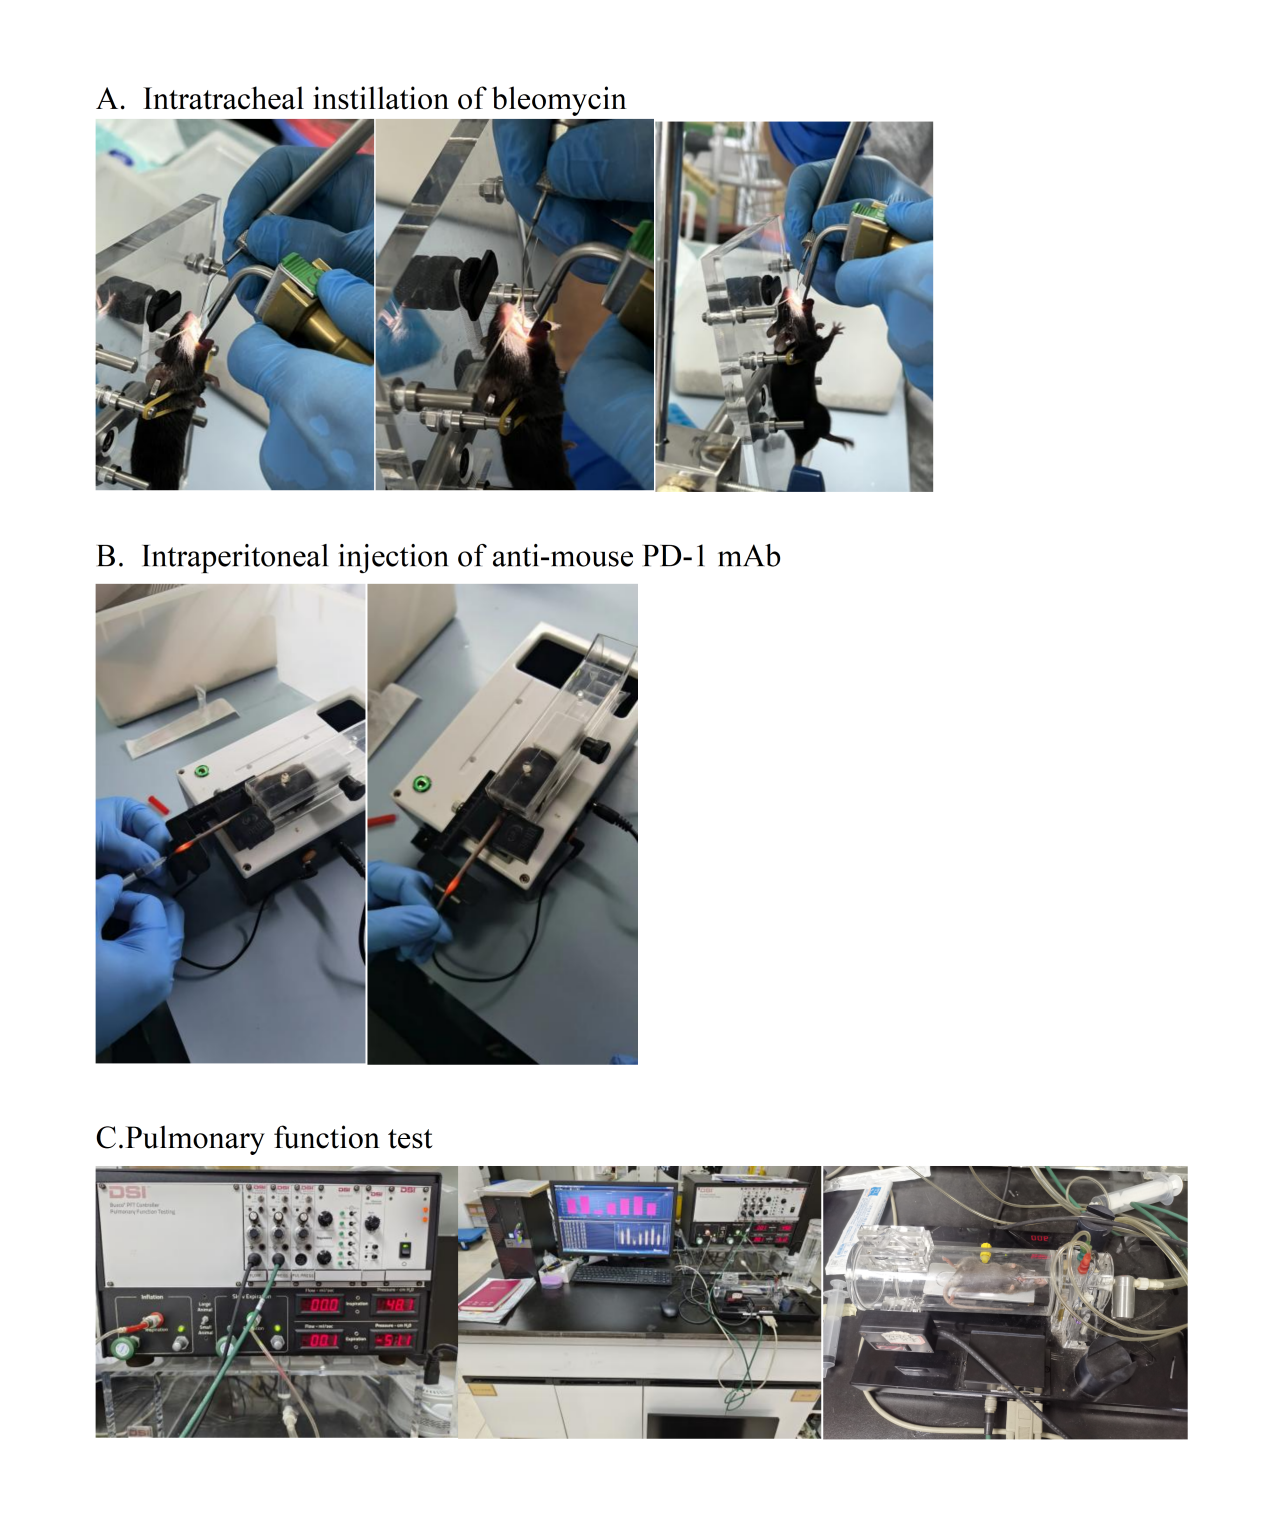

Supplementary Figure S1 Relevant operational images. (A) Intratracheal instillation of bleomycin; (B) Intraperitoneal injection of anti-mouse PD-1 mAb; (C) Pulmonary function test.

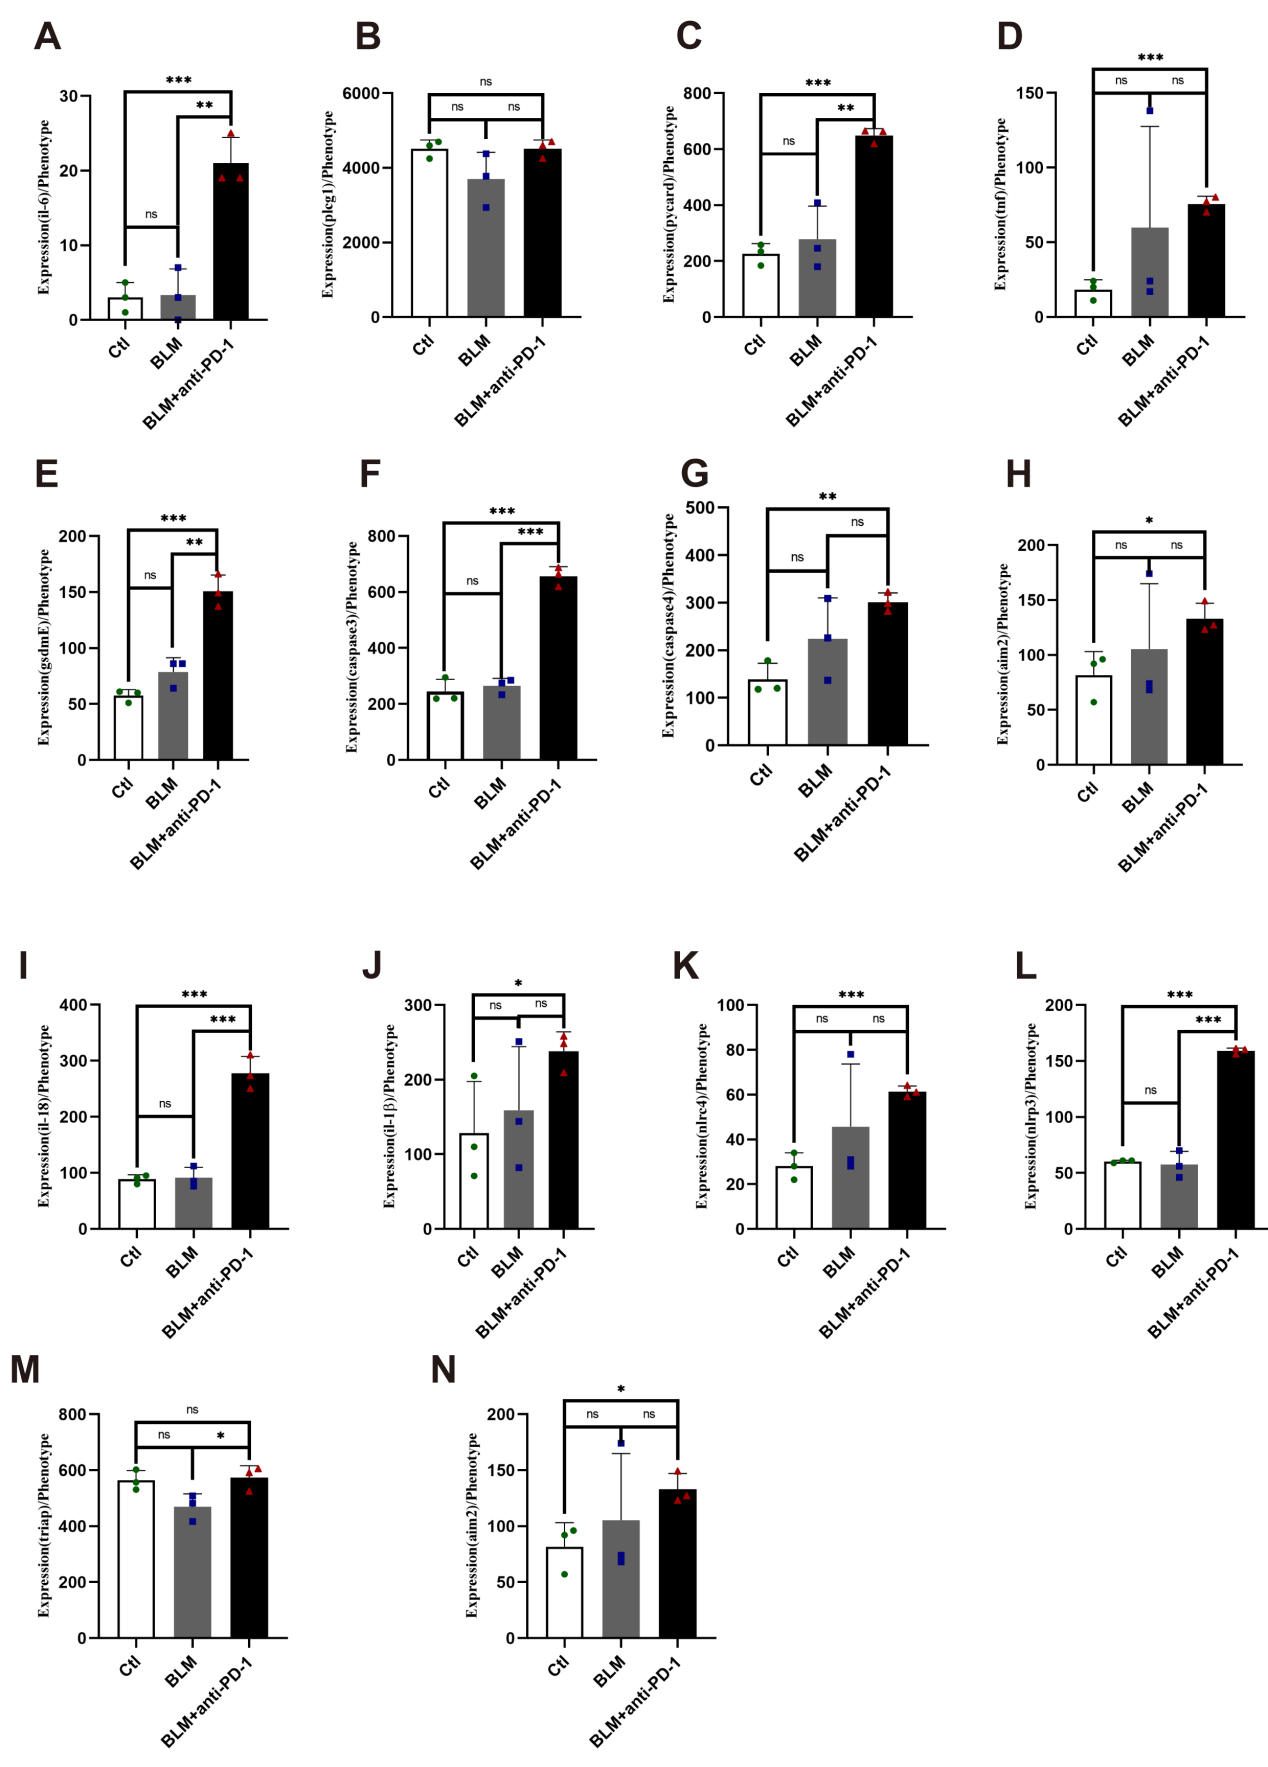

Supplementary Figure S2 Bar charts comparing the expression levels of pyroptosis-related genes among the groups. (A) IL-6; (B) Plcg; (C) Pycard; (D) Tnf; (E) Gsdme; (F) Caspase 3; (G) Caspase 4; (H) Aim2; (I) IL-18; (J) IL-1β; (K) Nlrc4; (L) Nlrp3; (M) Triap. The data are shown as the means ± SDs; ns, not significant, * P<0.05, **p < 0.01, ***p < 0.001.

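The panels plot expression of genes of the inflammasome, its cytokines and its caspases in the lungs, and the values here are means of the deposited counts (SD, n = 3 libraries), which are not scaled for depth. Gsdme had 78.7 ± 12.7 in labelled Ctl, 57.3 ± 5.51 in labelled BLM and 151 ± 14.6 in BLM+aPD-1. In the same order of groups, mean counts were 91 ± 18.7, 88.7 ± 7.77 and 278 ± 30.3 for Il18, 278 ± 118, 225 ± 37.8 and 648 ± 25.4 for Pycard, 57.3 ± 12.1, 60.3 ± 1.15 and 159 ± 2.65 for Nlrp3 and 3.33 ± 3.51, 3 ± 2 and 21 ± 3.46 for Il6. For these 5 genes every BLM+aPD-1 library had a higher count than each of the 6 other libraries. For Il1b, with 129 ± 68.9, 159 ± 85.5 and 238 ± 25.9 counts, BLM+aPD-1 overlapped with labelled BLM through BLM 2 and lay above labelled Ctl. BLM+aPD-1 lay above labelled BLM and overlapped with labelled Ctl, through Ctl 2, for the 4 genes that follow. These were Tnf, with 59.7 ± 67.9, 18.3 ± 6.66 and 75.7 ± 5.13 counts, Casp4, with 224 ± 86.0, 139 ± 34.1 and 301 ± 20.1 counts, Aim2, a sensor of cytosolic DNA, with 105 ± 59.5, 81.7 ± 21.5 and 133 ± 14, and Nlrc4, a sensor of bacterial flagellin, with 45.7 ± 28.04, 28 ± 6 and 61.3 ± 2.52. Plcg1 had 3697 ± 722, 4514 ± 236 and 3253 ± 174 counts, and Triap1, an inhibitor of apoptosis taken for the panel named Triap, had 469 ± 46.9, 563 ± 35.9 and 573 ± 43.3. The library labelled Ctl 2 held 138 of the Tnf counts of its group, and which of the values belongs to Ctl and which to BLM rests on the deposited labels.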

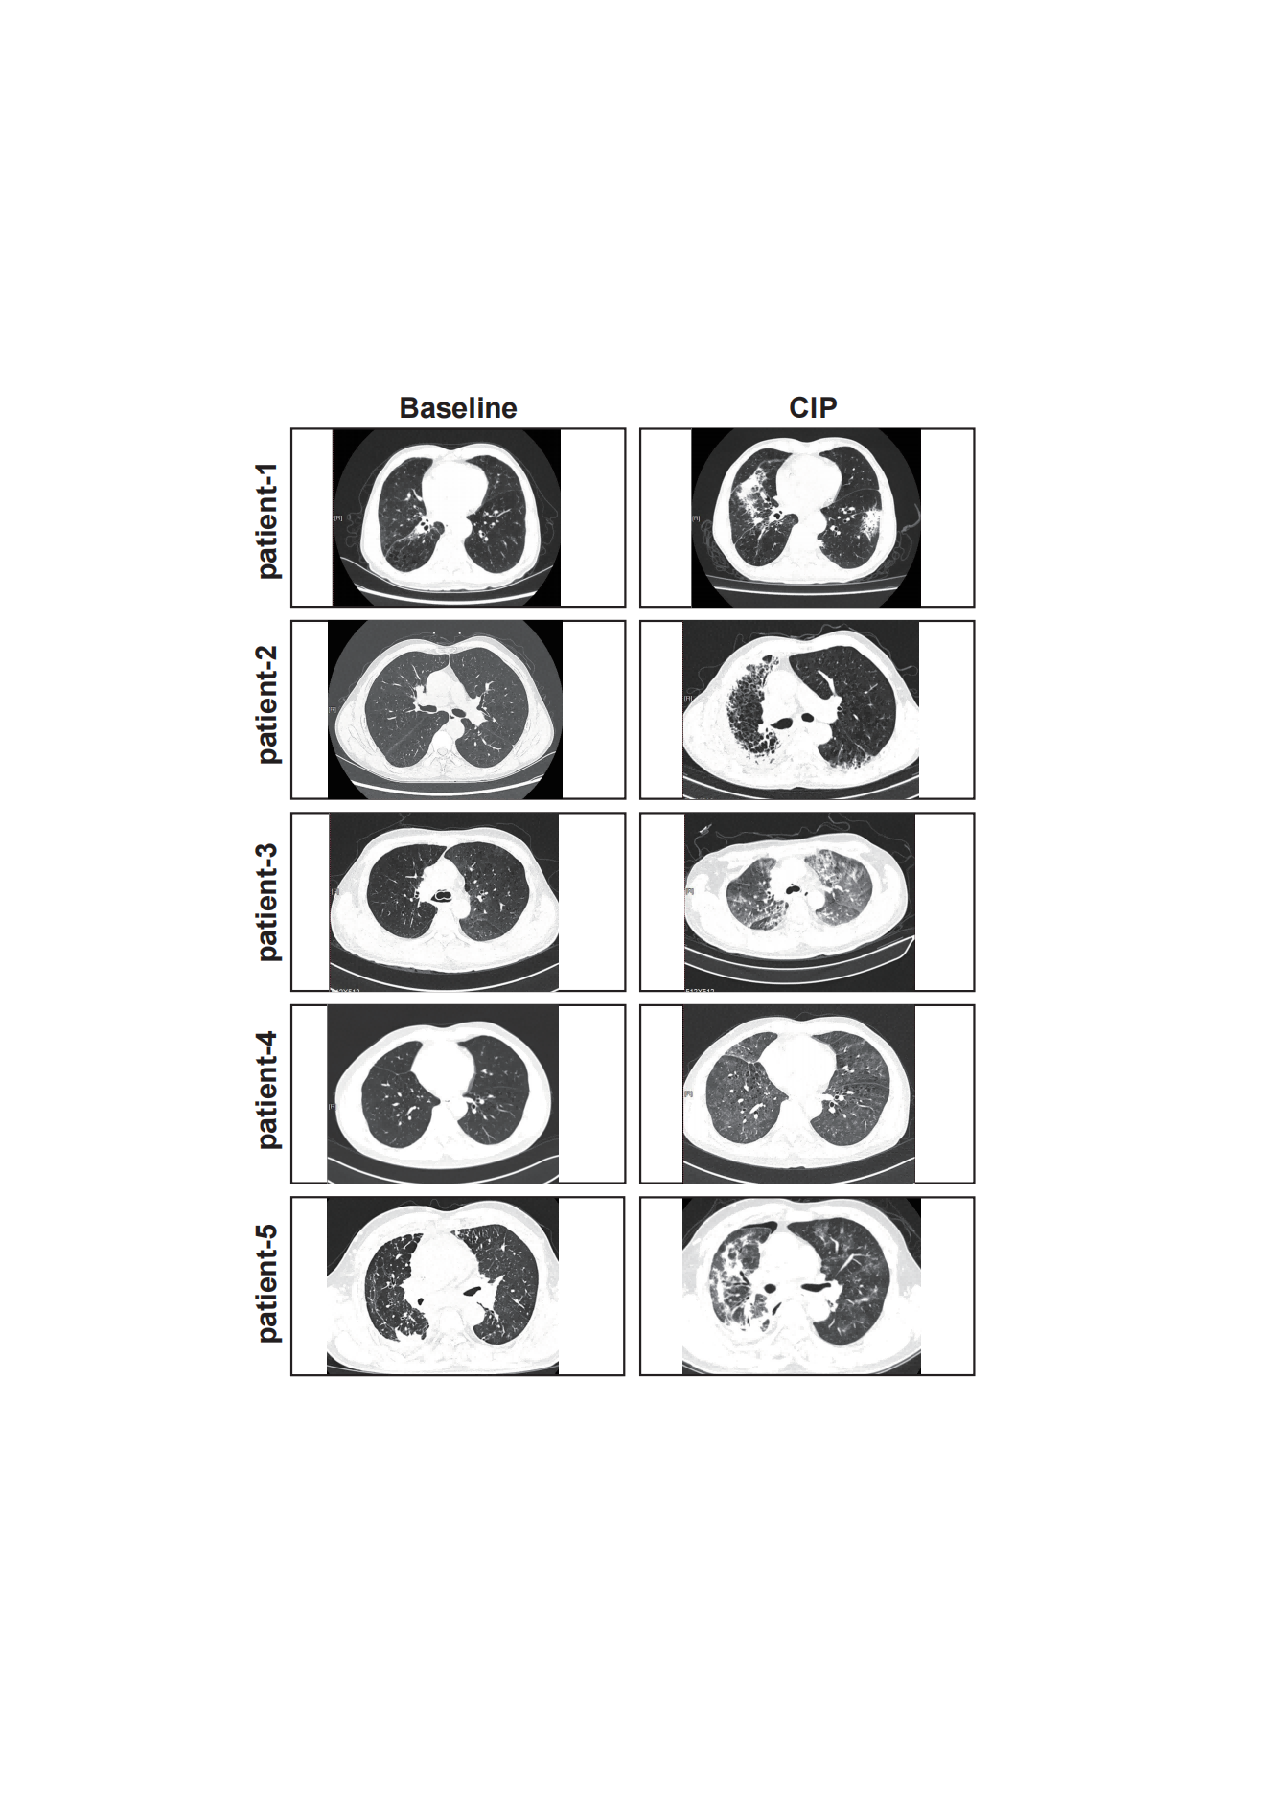

Supplementary Figure S3. Computed tomography (CT) lung images of patients with ICI-LI (n=5).

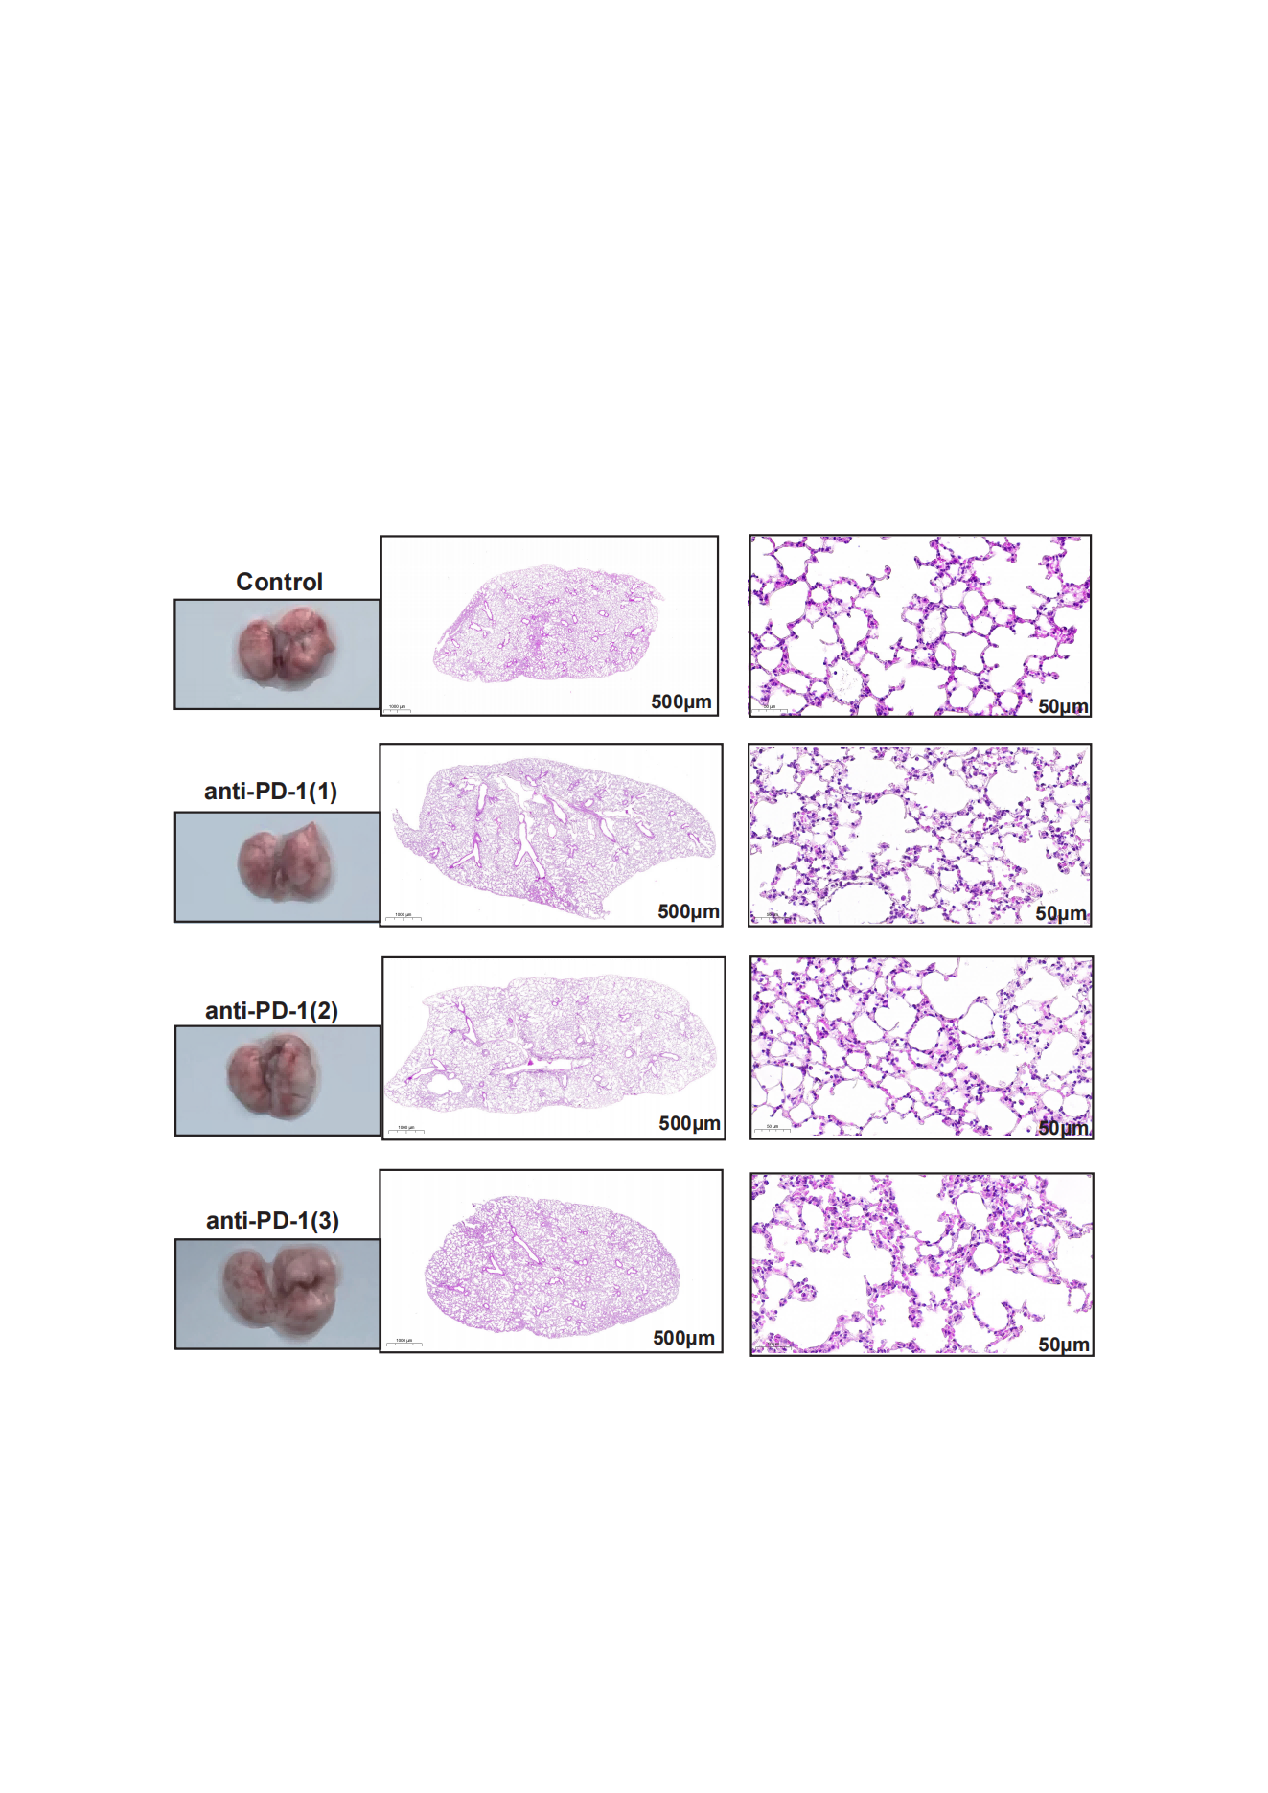

Supplementary Figure S4. Representative H&E (200 μm, 50 μm) images of the indicated mouse lung sections from mice treated with aPD-1 alone.

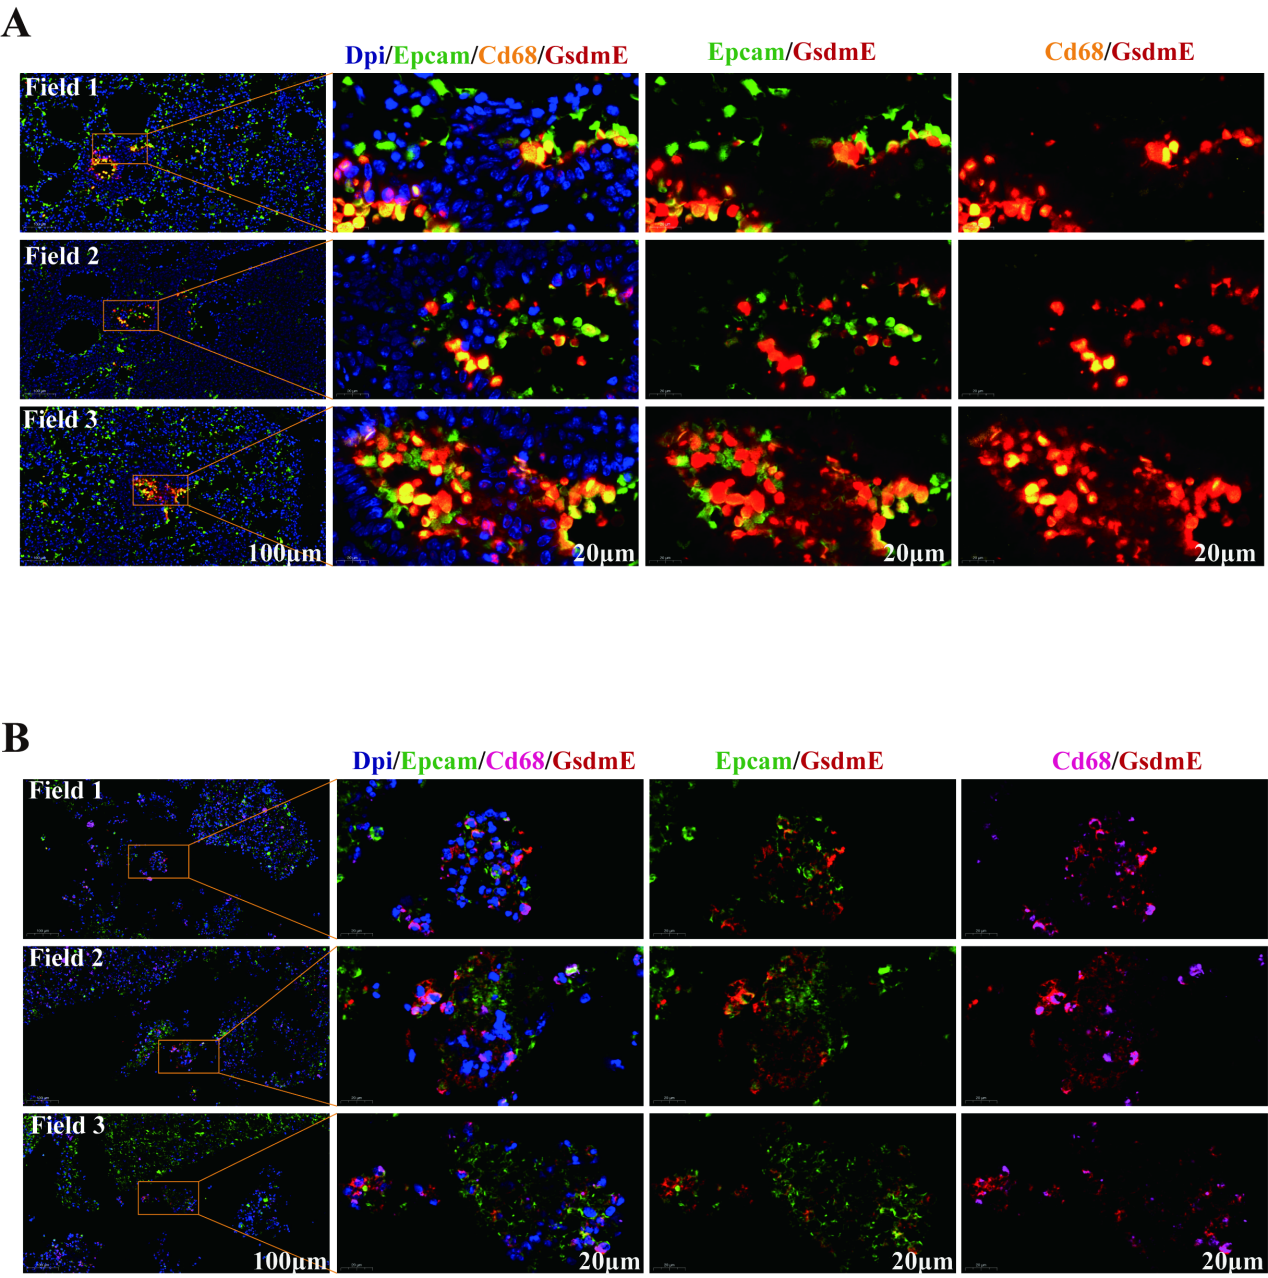

Supplementary Figure S5. Immunofluorescence staining of lung tissue from mice (A) and ICI-LI patients (B) with an anti-cleaved GSDME antibody.

How the deposited data were processed for this re-analysis (not part of the article)

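RNA of whole lungs was sequenced in 9 libraries, 3 each of vehicle control (Ctl), bleomycin (BLM) and bleomycin with anti-PD-1 (BLM+aPD-1). By the paper's methods, the authors aligned the reads with STAR, quantified genes with RSEM on GRCm39, tested them with DESeq2 and ran fgsea on GO terms, while the sample labels name small RNA libraries and a microRNA workflow. The deposited tables hold counts per gene, as whole numbers with no normalization, and the authors' log2 fold changes and p-values of each treated group against Ctl. Genes with a summed count under 2 are absent from each table, and the 3 Ctl columns are the same in both tables. Median total counts were 18104226 in the libraries labelled Ctl, 17693848 in those labelled BLM and 18156496 in BLM+aPD-1. The deposited tables hold 0 genes with a mitochondrial symbol (mt-), so genes of the mitochondrial genome could not be analysed here.

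Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0 and fgsea 1.28.0. Each of 3 comparisons was fitted on its own 6 libraries with glmQLFit and glmQLFTest, TMM factors and filterByExpr (minimum count 10, minimum total 15), and p-values were adjusted by Benjamini-Hochberg over the genes tested. The comparison of BLM+aPD-1 with BLM joined the deposited tables on the genes they share. Gene positions were taken from GENCODE release M39 on GRCm39, and the release behind the deposited tables is not given in the sources used here. CPM are counts scaled to a common library size by TMM factors, with a prior count of 2 on the log2 scale. The sign of a log2 fold change is positive where the first group named is higher. The list tests used fgseaMultilevel on genes ranked by log2 fold change, which permutes genes, and camera with a preset correlation of 0.01, with an estimated correlation and fry as alternatives. There were 34 lists of pathways and cell types, of which 33 had enough measured genes, and p-values of camera were adjusted over them. The GO terms of the paper were not used here, and lists written from general knowledge took their place.

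The groups, comparisons, tests, lists and alternatives were set before the data were examined but after the paper's figures had been seen. Genes were named by a rule of the same date: the 16 genes the paper names (1 of them is not reported here), the 8 largest changes in each direction among called genes with a mean log2 CPM of at least 2 and no overlap between groups, and up to 4 members of each list with the smallest p. Named apart from that rule, after their values were seen, were Iglc1, further members of the leading edges and of the acute inflammation, chemokine, pyroptosis, matrix and cell death lists, and the hepatocyte genes. The alternatives were DESeq2, RLE factors, library size alone, no filter on low counts, all 9 libraries in 1 model, the replicate number as a block, another ranking or list test, the thresholds of the deposited second sheets (unadjusted p under 0.05 and an absolute log2 fold change of at least 1), and leaving out each library. Summing the BLM+aPD-1 libraries and entering genes absent from a table at 0 were added later. The pipeline was tested on simulated data with 200 changed genes. With 3 libraries a group, the spread between libraries limits the precision of all values. The fitted DESeq2 log2 fold changes differed from the deposited ones by at most 2.67e-07.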

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

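Of the tests below, those on an outlying library, on the liver transcripts and on the library labelled Ctl 2 were chosen after the result was seen, and the test of technical repeats before. The paper reports fibrosis by staining for collagen and α-SMA and names no other matrix gene. Signals in transcripts outside its RNA-seq results were the extracellular matrix list, with 41 of 47 members higher in BLM+aPD-1 than in the libraries labelled Ctl, and the list of monocytes and recruited macrophages, with 25 of 30 higher there. Against the libraries labelled BLM, 30 of 30 cell cycle genes were higher, and against those labelled Ctl 16 of 30. With the BLM+aPD-1 libraries summed, median log2 fold changes against labelled Ctl were 2.13 for matrix, 2.07 for macrophages and 1.40 for cell cycle. Against labelled BLM the cell cycle median was 2.11.

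The libraries of BLM+aPD-1 lie closer together than those of the other groups, with a biological coefficient of variation of 0.0268 against 0.300 in labelled Ctl and 0.181 in labelled BLM. A single outlying library in the other groups does not account for this, since their closest pair still has 0.106. Technical repeats of 1 mouse may account for it, since the labels share 1 code and the value lies under the bound of 0.03 set beforehand for counting noise alone, though single pairs had 0.0315, 0.0320 and 0.0137 and each differed by more than counting noise (chi-square of 2.08, 2.26 and 1.28 per degree of freedom). Repeats would therefore need some noise of their own, and whether they came from 1 RNA or several pieces of 1 lung stays open. For separate inbred mice a value above 0.1 had been set, and it was not reached; a response more even among 3 mice than in any pair of the other groups would still allow them, and nothing here tests that.

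Of 39 hepatocyte genes, listed after the pattern was seen, 30 had more CPM in each BLM+aPD-1 library than in all 6 others. Alb, the main transcript of hepatocytes, had 660, 320 and 651 counts, against at most 21 elsewhere, and Apoa1 had 70, 68 and 132. An acute-phase response of lung cells alone is argued against, because 78.6% of the hepatocyte genes outside the acute phase were raised too, as liver tissue or RNA in these libraries needs. Of those with enough counts, 57.1% differed among the 3 libraries beyond counting noise, against 8.52% of 7995 other genes of like count. This argues against all liver transcripts having come in with 1 RNA before it was split. Whether part of them did was not tested. At which step liver material may have entered stays open.

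The library labelled Ctl 2 stands apart from the other 5 libraries labelled Ctl or BLM, with 122 CPM of Nppa, an atrial hormone. Heart tissue in this library may account for that part, since 66.7% of the heart muscle list was at least 4 times higher than in the next library. The full injury response of BLM+aPD-1 is argued against by the extracellular matrix list, whose median log2 ratio to the other 5 was -0.057. It also held at least 4 times more of 19 of 25 genes of B and plasma cells and of 8 of 14 adipose genes, and more of 30 of 30 cell cycle genes than each of the 5. Injury-associated epithelium and inflammatory chemokines were higher too (median log2 ratios of 1.03 and 0.92), so a partial injury, an infection or another state of this animal stays open, as untested.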

How the results depend on the processing

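Summing the BLM+aPD-1 libraries and entering absent genes at 0 were chosen after the data were seen. Of the alternative values for the gene counts, list tests and spreads of each comparison, 160 kept direction and side of the threshold, or came within 1.5 times of a count or spread. A further 16 moved by more, 5 lost the call and 2 turned sign. Leaving out a library or summing libraries leaves fewer samples; beyond that, the cause was not tested. Genes called between labelled BLM and labelled Ctl numbered 2 with DESeq2 and 61 at the thresholds of the deposited second sheets. For BLM+aPD-1 these thresholds gave 2875 against labelled Ctl and 2980 against labelled BLM, and summing its libraries gave 80 and 2217. Leaving out a library gave 3133 to 8616 against labelled Ctl. With an estimated correlation in camera, p was 0.441 for acute inflammation in labelled BLM (fry 0.509). Against labelled Ctl it was 0.187 for pyroptosis and 0.121 for acute inflammation, and against labelled BLM 0.143 for pyroptosis. Lists called fell from 13 to 0 in labelled BLM (0 with fry), from 19 to 1 against labelled Ctl and from 22 to 0 against labelled BLM. Leaving out a library gave p = 0.0572 to 0.736 by gene permutation for pyroptosis and 5.35e-06 to 0.00115 for acute inflammation in labelled BLM. Both turned sign without Ctl 2 (gene permutation, p = 0.736 and 0.00115). The biological coefficient of variation ranged over 0.164 to 0.346 in labelled Ctl (lowest without 2), 0.106 to 0.227 in labelled BLM (lowest without 1) and 0.0137 to 0.0320 in BLM+aPD-1 (lowest without 1). Log2 fold changes in labelled BLM that turned sign ranged over Il18 -0.22 to 0.16, Il1b -0.21 to 0.76, Nlrp3 -0.039 to 0.18, Pycard -0.58 to 0.0061, Casp1 -0.72 to 0.10, Aim2 -0.63 to 0.13, Tirap -0.56 to 0.18, Acta2 -0.65 to 0.13, Reg3g -11.17 to 2.59 and Cxcl5 -6.30 to 1.62. They turned without Ctl 1 for Il18 (0.16) and Nlrp3 (-0.039), without BLM 2 for Il1b (-0.21) and without Ctl 2 for the others. Against labelled Ctl the ranges were Tnf -0.21 to 1.701, Casp1 -0.13 to 0.70 and Aim2 -0.041 to 0.73, lowest without Ctl 3, and Tnf also turned without Ctl 1 (-0.12). With the libraries summed, 29 of 48 named genes lost their call against labelled Ctl and 12 of 54 against labelled BLM. The sources used here do not say that replicate numbers pair the libraries. Deviations of BLM+aPD-1 libraries from their group mean correlated with the same number at -0.030 to -0.0045 in labelled Ctl and 0.0043 to 0.020 in labelled BLM. Between labelled BLM and labelled Ctl the correlations were -0.10, -0.11 and 0.41. With the number as a block in edgeR, the adjusted p was 0.0563 for Gsdme against labelled Ctl. It was 0.0561 for Casp1 and 0.0773 for Aim2 against labelled BLM. Depth limits Il6, at a mean count of 3.33 in labelled Ctl, more than the other genes of Supplementary Fig. S2.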

Differences from the paper's values

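The comparison of the figures with the names of the groups exchanged was chosen after the results were seen, and the alternatives named here were set before the data were examined. For the pyroptosis enrichment, the paper reports p = 0.46 in BLM, and the value here was 0.141 in the libraries labelled BLM. Among the alternatives, camera with the preset correlation (0.446) and the estimated one (0.645), no filter on low counts (0.677) and leaving out BLM 3 (0.519) came within 1.5 times of the paper's value. The others did not. In BLM+aPD-1 the paper reports p = 0.04, and the value here was 0.00147 against labelled Ctl. No alternative came within 1.5 times of the paper's value. The gene lists here are not the GO terms of the paper, and their share in these differences was not tested.

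The normalized enrichment score for pyroptosis in BLM against control is about 1 in Fig. 3H, read by eye, and was -1.31 here, or 1.31 with the names exchanged. For acute inflammation it is about 1.6 in Fig. 3A, read by eye, and was -1.90 here, or 1.898 with the names exchanged. Leaving out the library labelled Ctl 2 gave 0.80 and 1.78, near the paper's values. No other alternative did. For acute inflammation in BLM+aPD-1 against BLM, Fig. 3C shows about 1.4, read by eye, against 2.29 here, or 1.93 with the names exchanged. No alternative came near the paper's value. For BLM+aPD-1 against control, Fig. 3B shows about 1.9, read by eye, which is nearer the 1.93 found as labelled than the 2.29 with the names exchanged. All these scores come from other gene lists than the paper's, so their nearness cannot decide which names are right.

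In Supplementary Fig. S2, read by eye, the BLM bars show mean counts of about 60 for Tnf, about 220 for Casp4 and about 46 for Nlrc4. The libraries labelled BLM have 18.3, 139 and 28, and those labelled Ctl 59.7, 224 and 45.7. Mean counts were compared with all libraries only, and leaving out a library was not tried for them. Of 13 panels, 11 lie nearer the counts with Ctl and BLM exchanged and 2, among them Il1b, as labelled. The BLM+aPD-1 bars lie within 5% of the counts in 12 panels, the exception being Plcg1.

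In Fig. 3E, read by eye, BLM against control has log2 fold changes of about 1.7 for Tnf and about 0.7 for Casp4. The values here were -1.69 and -0.72, which are 1.69 and 0.72 with the names exchanged. No alternative removed these differences. In Fig. 3F, read by eye, BLM+aPD-1 against control has about 1.2 for Gsdme, where 0.78 was found against labelled Ctl and 1.27 against labelled BLM. It has about 1.9 for Tnf, about 1 for Casp4, about -0.6 for Plcg1 and about 1 for Nlrc4. Against labelled Ctl these were 0.23, 0.27, -0.34 and 0.29, and against labelled BLM 1.92, 0.99, -0.59 and 1.01. Among the alternatives, leaving out Ctl 2 brought Tnf to 1.701, Plcg1 to -0.50 and Nlrc4 to 0.88. Each lies within 1 standard error of the paper's value. That error is from the main fit here, which includes Ctl 2 and its spread. No alternative came as near for Gsdme and Casp4. In Fig. 3G, read by eye, BLM+aPD-1 against BLM has about 1 for Pycard and about 0.7 for Gsdme, where 1.40 and 1.27 were found against labelled BLM and 1.08 and 0.78 against labelled Ctl. Again, no alternative removed these differences.

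Of the 10 genes read in Fig. 3F, 10 lie nearer the comparison with the libraries labelled BLM, and of the 6 in Fig. 3G, 4 lie nearer the comparison with those labelled Ctl. For Gsdme, minus log10 p is about 9 in Fig. 3F and about 2.9 in Fig. 3G, read by eye. It was 8.96 in DESeq2 against labelled BLM and 2.94 in the authors' deposited table against labelled Ctl. The paper's text states that acute inflammatory responses were aggravated in BLM. Here the list stood lower in labelled BLM than in labelled Ctl (NES -1.90), with 0 of 53 genes called higher by edgeR, 0 at an unadjusted p under 0.05 and 0 by DESeq2. That direction turned without Ctl 2 (NES 1.78, gene permutation, p = 0.00115). With an estimated correlation in camera p was 0.441, and with fry 0.509.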

Other observations

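Summed libraries were tried only after the data were seen; the other tests here were planned. Most genes of a matrix and fibrosis list rose in BLM+aPD-1 lungs. Col1a1, the main chain of type I collagen, had a log2 fold change of 3.71 (SE 0.084, adjusted p = 9.15e-07) against the libraries labelled BLM, and Tnc, a matrix protein of wounds, 5.13 (SE 0.13, adjusted p = 1.26e-06). Against labelled Ctl, Col5a2, a chain of fibrillar collagen, had 3.22 (SE 0.10, adjusted p = 3.76e-05) and Loxl2, which crosslinks collagen, 2.51 (SE 0.091, adjusted p = 4.43e-05). Of 47 genes of extracellular matrix and fibrosis, 41 were higher against labelled Ctl and 44 against labelled BLM (42 and 44 when adjusted over the list alone). Acta2, the gene of the α-SMA that the paper stains, was not called against labelled Ctl, with 0.44 (adjusted p = 0.353; 0.00712 to 0.717 over the alternatives, the lowest without Ctl 2, where it was 0.91). Against labelled BLM it had 0.78 (adjusted p = 0.00184; 6.05e-08 to 0.0832 over the alternatives, above 0.05 with summed libraries and with all 9 in 1 model). The 1 lower gene in both was Cnn1 of smooth muscle, also when adjusted over the list alone. It was not called against labelled Ctl without Ctl 1 (0 lower genes) or in either comparison with any single BLM+aPD-1 library left out, and 2 were lower against labelled BLM without BLM 1. The list ranked higher in camera (adjusted p = 6.46e-21 against labelled Ctl and 2.29e-19 against labelled BLM). These became adjusted p = 0.00994 and 0.108 with an estimated correlation. With the BLM+aPD-1 libraries summed, 14 and 35 members were higher. Between labelled BLM and labelled Ctl, edgeR called 0 of 46 matrix genes, with 4 higher at an unadjusted p under 0.05, 0 called by DESeq2 and a median log2 fold change of 0.12. Macrophage genes of injured lung rose as well, with 4.54 (SE 0.15, adjusted p = 4.03e-05) for Gpnmb, a glycoprotein of lipid-laden macrophages, and 5.05 (SE 0.19, adjusted p = 4.56e-05) for Arg1, which degrades arginine, against labelled Ctl.

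Markers of airway, vessel and cytotoxic cells, among others, fell in BLM+aPD-1 lungs against the libraries labelled BLM. Cyp2f2 and Cbr2, enzymes of club cells, had log2 fold changes of -3.69 (SE 0.29, adjusted p = 6.54e-05) and -3.14 (SE 0.21, adjusted p = 3.80e-05). Of 29 airway genes 22 were lower and 1 higher (4 higher without BLM 1). Ednrb, an endothelin receptor of capillaries, and Cldn5, a tight junction protein of endothelium, fell by 3.32 and 1.85 on the log2 scale (adjusted p = 1.13e-05 and 1.05e-04). Of 30 endothelial genes 3 were higher and 22 lower. Gzma, a granzyme, and Ncr1, a receptor of natural killer cells, fell by 2.93 and 2.66 (adjusted p = 5.86e-05 and 5.03e-04). Of 31 genes of T and natural killer cells, edgeR called 0 higher (0 at an unadjusted p under 0.05 and 0 by DESeq2) and 20 lower. Only 13, 12 and 13 were lower without BLM+aPD-1 library 1, 2 and 3. Tnfrsf9, a costimulatory receptor, rose by 3.16 and Havcr2, a checkpoint receptor, by 1.43 (adjusted p = 1.21e-04 and 1.86e-04). In their list, 13 of 19 checkpoint and regulatory T cell genes were higher (1 lower without BLM 3). Mki67 and Tpx2, of dividing cells, rose by 2.05 and 2.43 (adjusted p = 1.80e-05 and 1.54e-05). These counts were the same when adjusted over the list alone. With the BLM+aPD-1 libraries summed, 3 airway, 8 endothelial and 3 T and natural killer cell genes were lower, and 3 checkpoint genes higher. In camera the airway, endothelial, T and natural killer cell, and checkpoint lists moved as a whole (adjusted p = 5.55e-05, 1.15e-05, 1.91e-04 and 0.00262), but not at adjusted p = 0.642, 0.585, 0.459 and 0.490 with an estimated correlation. The cell cycle list ranked higher (adjusted p = 2.68e-13; adjusted p = 0.387 with an estimated correlation). Against labelled BLM, lists of alveolar type 2 and type 1 cells had 17 of 23 and 12 of 21 genes lower, with 2 and 1 higher. Of 41 interferon response genes, 19 were lower and 4 higher. Against labelled Ctl, 25 airway, 13 endothelial and 11 T and natural killer cell genes were lower, with 0, 2 and 0 higher. There, 5 checkpoint and 16 cell cycle genes were higher, with 0 lower in either list. Whole-lung RNA does not separate fewer cells from fewer transcripts per cell.

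Groups of 3 and 3 libraries allow 10 splits, too few for a share under 0.05, so the real value and the highest of the other splits are given. Genes called were 5907 and 0 for BLM+aPD-1 against labelled Ctl, 8606 and 0 against labelled BLM, and 0 and 190 for labelled BLM against labelled Ctl. The absolute NES was 1.80 and 1.76, 1.83 and 2.02 and 1.31 and 1.54 for pyroptosis in the same order, and 1.93 and 2.295, 2.29 and 2.52 and 1.898 and 2.12 for acute inflammation. Lists called by camera were 19 and 18, 22 and 22 and 13 and 24. Splits as large as the real one, itself included, numbered 1, 1 and 10 for genes, 1, 5 and 6 for pyroptosis, 4, 6 and 6 for acute inflammation and 1, 2 and 6 for the lists. Each other split of a BLM+aPD-1 comparison puts these closely matched libraries in both groups. The 0 calls there therefore say nothing about the treatment. Why another split of labelled BLM and labelled Ctl gave 190 was not tested.

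The authors' deposited tables have 2 and 6581 genes at an adjusted p under 0.05 in labelled BLM and in BLM+aPD-1 against labelled Ctl, and DESeq2 called 2 and 6608 here, 2 and 6579 of them shared. Among the largest changes of BLM+aPD-1 against labelled BLM were Thbs4, a matrix glycoprotein, with a log2 fold change of 8.32 (SE 0.15, adjusted p = 5.67e-07), Col11a1, a collagen chain, with 8.23 (SE 0.31, adjusted p = 4.01e-06), and Cyp1a1, a target of the aryl hydrocarbon receptor, with -6.39 (SE 0.38, adjusted p = 2.00e-05).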
